# MUC1-C Dictates JUN and BAF-Mediated Chromatin Remodeling at Enhancer Signatures in Cancer Stem Cells

**DOI:** 10.1158/1541-7786.MCR-21-0672

**Published:** 2022-01-12

**Authors:** Atrayee Bhattacharya, Atsushi Fushimi, Nami Yamashita, Masayuki Hagiwara, Yoshihiro Morimoto, Hasan Rajabi, Mark D. Long, Maha Abdulla, Rehan Ahmad, Kelly Street, Song Liu, Tao Liu, Donald Kufe

## Abstract

The oncogenic MUC1-C protein promotes dedifferentiation of castrate-resistant prostate cancer (CRPC) and triple-negative breast cancer (TNBC) cells. Chromatin remodeling is critical for the cancer stem cell (CSC) state; however, there is no definitive evidence that MUC1-C regulates chromatin accessibility and thereby expression of stemness-associated genes. We demonstrate that MUC1-C drives global changes in chromatin architecture in the dedifferentiation of CRPC and TNBC cells. Our results show that MUC1-C induces differentially accessible regions (DAR) across their genomes, which are significantly associated with differentially expressed genes (DEG). Motif and cistrome analysis further demonstrated MUC1-C–induced DARs align with genes regulated by the JUN/AP-1 family of transcription factors. MUC1-C activates the BAF chromatin remodeling complex, which is recruited by JUN in enhancer selection. In studies of the *NOTCH1* gene, which is required for CRPC and TNBC cell self-renewal, we demonstrate that MUC1-C is necessary for (i) occupancy of JUN and ARID1A/BAF, (ii) increases in H3K27ac and H3K4me3 signals, and (iii) opening of chromatin accessibility on a proximal enhancer–like signature. Studies of the *EGR1* and *LY6E* stemness–associated genes further demonstrate that MUC1-C–induced JUN/ARID1A complexes regulate chromatin accessibility on proximal and distal enhancer–like signatures. These findings uncover a role for MUC1-C in chromatin remodeling that is mediated at least in part by JUN/AP-1 and ARID1A/BAF in association with driving the CSC state.

**Implications:**

These findings show that MUC1-C, which is necessary for the CRPC and TNBC CSC state, activates a novel pathway involving JUN/AP-1 and ARID1A/BAF that regulates chromatin accessibility of stemness-associated gene enhancers.

## Introduction

The *MUC1* gene evolved in mammals to protect epithelia from exposure to the external environment (1). The transmembrane MUC1-C subunit is expressed at the apical borders of epithelial cells and is activated by loss of homeostasis associated with infections, inflammation, and physical damage (1). Activated MUC1-C homodimers promote proliferative, inflammatory, and remodeling responses associated with wound healing (1). Prolonged activation of MUC1-C as in chronic inflammation with repetitive cycles of damage and repair contributes to oncogenesis (1, 2). In association with this capacity, MUC1-C is aberrantly expressed in carcinomas, localizes to the nucleus, and drives multiple hallmarks of the cancer cell, including induction of the epithelial-to-mesenchymal transition (EMT) and epigenetic reprogramming (1, 3, 4). MUC1-C also induces DNA methyltransferases (DNMT) and DNA methylation of tumor suppressor genes (TSG; ref. 5). In addition, MUC1-C activates the polycomb repressive complex PRC2, interacts with EZH2, and promotes H3K27 trimethylation in suppressing gene expression (6). The effects of MUC1-C on transcriptomes of cancer cells are not limited to gene repression in that MUC1-C interacts directly with transcription factors, such as (i) MYC in driving dedifferentiation (2, 7, 8) and (ii) E2F1 in activating components of the embryonic stem cell BAF (esBAF) and polybromo BAF (PBAF) chromatin remodeling complexes (9, 10). Whereas MUC1-C controls the activity of these transcription factors, it is not known how MUC1-C contributes to their transactivation functions.

The importance of MUC1-C–induced epigenetic reprogramming and gene regulation has been further supported by the involvement of MUC1-C in driving dedifferentiation in cancer progression (1, 2, 7, 8). MUC1-C promotes the progression of castration-resistant prostate cancer (CRPC) to the highly aggressive form of neuroendocrine prostate cancer (NEPC) by inducing NE dedifferentiation, self-renewal, and tumorigenicity (8). In addition, MUC1-C drives reprogramming and dedifferentiation of triple-negative breast cancer (TNBC) cells (7). These findings have supported involvement of MUC1-C as an effector of the cancer stem cell (CSC) state. Chromatin remodeling is critical to attain the pluripotent state and lineage plasticity (11, 12). However, there has been no evidence linking MUC1-C–induced dedifferentiation with alterations in chromatin accessibility. This work reveals an unrecognized role for MUC1-C in driving global chromatin remodeling in association with the activation of genes that contribute to CSC progression. Our results demonstrate that MUC1-C induces changes in chromatin accessibility at proximal enhancer–like and distal enhancer–like signatures of stemness-associated genes that are mediated by JUN/AP-1 and ARID1A/BAF. There is no previous evidence linking MUC1-C to (i) JUN or ARID1A at enhancer-like signatures, or (ii) their regulation of chromatin accessibility.

## Materials and Methods

### Cell culture

Human DU-145 CRPC cells (ATCC) were cultured in RPMI1640 medium (Thermo Fisher Scientific) containing 10% heat-inactivated FBS (GEMINI Bio-Products). Human BT-549 TNBC cells (ATCC) were cultured in RPMI1640 medium (Thermo Fisher Scientific) containing 10% heat-inactivated FBS (GEMINI Bio-Products), 100 μg/mL streptomycin, 100 U/mL penicillin, and 10 μg/mL insulin. Authentication of the cells was performed by short tandem repeat (STR) analysis. Cells were monitored for *Mycoplasma* contamination using the MycoAlert Mycoplasma Detection Kit (Lonza).

### Gene silencing

MUC1shRNA (MISSION shRNA TRCN0000122938; Sigma) or a control scrambled shRNA (CshRNA; Sigma) was inserted into the pLKO-tet-puro vector (Addgene). JUNshRNA (sc-29223-SH, Santa Cruz Biotechnology), ARID1AshRNA (MISSION shRNA TRCN0000059090), NOTCH1shRNA (MISSION shRNA TRCN0000003362), or a control scrambled shRNA (CshRNA; Sigma) was inserted in the pLKO-puro vector (Addgene RRID:Addgene_32017). The viral vectors were produced in 293T cells (KCB catalog no. KCB 200744YJ, RRID:CVCL_0063; ref. 8). Cells transduced with the vectors were selected for growth in 1–3 μg/mL puromycin. Cells expressing the tet-inducible vectors were treated with 0.1% DMSO as the vehicle control or doxycycline (Millipore Sigma).

### qRT-PCR

Total cellular RNA was isolated using TRIzol reagent (Thermo Fisher Scientific). cDNAs were synthesized and amplified as described previously (8). Primers used for qRT-PCR are listed in Supplementary Table S1.

### Immunoblotting

Total lysates prepared from subconfluent cells were immunoblotted with anti-MUC1-C (HM-1630-P1ABX, 1:400 dilution; Thermo Fisher Scientific), anti-JUN (3742, 1:1,000; Cell Signaling Technology), anti-ARID1A (12354, 1:1,000; Cell Signaling Technology), anti-NOTCH1 (3608, 1:1,000; Cell Signaling Technology), anti-β-actin (A5441, 1:100,000; Sigma), and anti-GAPDH (5174, 1:5,000; Cell Signaling Technology).

### Assay for transposase-accessible chromatin using sequencing

Assay for transposase-accessible chromatin using sequencing (ATAC-seq) libraries were generated from three biologically independent replicates per condition. Library preparation and quality control were performed as described previously (13). Briefly, 50,000 cells were subjected to tagmentation reactions with 2.5 μL Tn5 Transposase (Illumina), purified with Qiagen MinElute PCR Purification Kit (Qiagen) and PCR amplified for 8–9 cycles. Quality of ATAC-seq libraries was confirmed with Bioanalyzer prior to sequencing.

### ATAC-seq analysis

A customized analysis pipeline was applied to process the sequencing data of ATAC-seq libraries (https://github.com/macs3-project/genomics-analysis-pipelines). The data from each replicate were aligned to the human genome (version GRCh38) with bwa-mem (https://arxiv.org/abs/1303.3997v2), evaluated by customized quality control scripts, and cleaned by Picard (https://broadinstitute.github.io/picard/, RRID:SCR_006525) tools to mark and remove the duplicated reads. Detection of the accessible regions for each replicate was performed using MACS2 (14) with q-value cutoff 0.05 in paired-end mode. To combine all replicates, all peaks from replicates were first merged, then only the consensus genomic regions detected as accessible region in at least three replicates regardless the condition were kept, and the regions were split into nonoverlapping 100-bps bins. The UCSC toolkit bigWigAverageOverBed was used to extract the count of fragments in each bin for each replicate and to make a count-table for the differential analysis.

### Chromatin accessibility assay

DNase1 chromatin accessibility assays were performed on chromatin isolated as described previously (15, 16). Aliquots of chromatin were left untreated or digested with 3 U/100 μL DNase I (Promega) for 7 minutes at room temperature. Reactions were stopped by addition of 10 mmol/L EDTA and 2 mmol/L EGTA and incubated at 65°C for 10 minutes. DNA was then treated with RNase (Ambion, Thermo Fisher Scientific) for 30 minutes at 37°C and Proteinase K (Invitrogen, Thermo Fisher Scientific) for 2 hours at 65°C. DNA was purified and amplified by qPCR using primers for the *NOTCH1*, *EGR1*, and *LY6E* genes (Supplementary Table S2). qPCR results were analyzed according to the formula 100/2*^Ct^*^(DNase I) −^*^Ct^*^(no DNase I)^. The data were normalized to input DNA without DNase I treatment.

### Differential accessibility analysis

The count-table containing fragment counts in each 100 bps bin within consensus accessible regions for each replicate was loaded into DESeq2 (RRID:SCR_015687; ref. 17). Then the Wald test for the negative binominal general linear model coefficients was used to call the differential accessible regions (DAR). A fold-change cutoff of 2 and FDR cutoff 1e−5 was applied for DU-145 cells, and FDR cutoff 1e-2 for BT-549 cells. The more stringent cutoff was used for DU-145 to control the total number of differential accessible regions called from both cells to around 10,000. The DARs were further categorized into DARs with increased and decreased accessibilities in response to doxycycline treatment.

### Annotation of DARs

The ChIPseeker package (18) was used to determine the genomic distribution of opening and closing DARs. The “annotatePeak” function was used to find the percentage of DARs located in either promoters, UTRs, exons, introns, downstream, or distal intergenic regions, while defining the promoter regions as 3,000 bps up and downstream from transcription start sites (TSS). Genes with TSSs within 100 kbps of the DARs were identified and then enriched using “enrichGO” function in ClusterProfiler (19) with a Benjamini–Hochberg adjusted FDR cutoff of 0.05, minimum group size of 5, and maximum group size of 500. The Giggle (20) tool was used to query the DARs against the collection of the human ENCODE Candidate Cis-Regulatory Elements (ENCODE cCREs; ref. 21) derived from 706 DNase-seq experiments. The query results contained log2 odds-ratios (ORs) and *P* values from Fisher exact test based on the overlap of DARs and either of the five categories of cCREs, including the pELS, dELS, and PLS. Giggle was also used to search against all publicly available ChIP-seq datasets. The target datasets are the top 1,000 peaks from every one of the 13,976 ChIP-seq datasets collected in the Cistrome DB (22). In addition, the giggle score (combination of *P* value and OR) was used to represent the significance of the overlap in Supplementary Fig. S2.

### Motif analysis of DARs near DEGs

The BETA (RRID:SCR_005396; ref. 23) tool was used to search for enriched motifs in the DARs near the up- or downregulated genes under doxycycline treatment. A *P* value cutoff of 0.05 in the Kolmogorov–Smirnov test was applied to find the list of DEGs close to the DARs. The enrichGO function in clusterProfiler (RRID:SCR_016884; ref. 19) tool was used to identify enriched GO terms in the four categories of genes – upregulated DEGs close to opening DARs, upregulated DEGs close to closing DARs, downregulated DEGs close to opening DARs, and downregulated DEGs close to closing DARs.

### RNA-seq analysis

Total RNA from cells cultured in triplicate was isolated using RNeasy Plus Mini Kit (Qiagen). TruSeq Stranded mRNA (Illumina) was used for library preparation. RNA-seq analysis was performed as described previously (7, 8, 24). The AP-1 Q4 and Q6 gene signatures were obtained from the Molecular Signature Database (MSigDB).

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) was performed on cells crosslinked with 1% formaldehyde for 5 minutes at 37°C, quenched with 2 mol/L glycine and washed with PBS, and then sonicated in a Covaris E220 sonicator to generate 300–600 bp DNA fragments. Immunoprecipitation was performed using a control IgG (Santa Cruz Biotechnology) and antibodies against MUC1-C (Cell Signaling Technology, catalog no. 16564, RRID:AB_2798765), JUN (Abcam, catalog no. ab32137, RRID:AB_731608), ARID1A (Cell Signaling Technology, catalog no. 12354, RRID: AB_263710), PBRM1 (Cell Signaling Technology, catalog no. E6N2K), EP300 (Cell Signaling Technology, catalog no. D2X6N), H3K27ac (Abcam, catalog no. ab4729, RRID:AB_2118291), H3K4me1 (Abcam, catalog no. ab8895, RRID:AB_306847), and H3K4me3 (Abcam, catalog no. ab8580; RRID:AB_306649). Precipitated DNAs were detected by PCR using primers listed in Supplementary Table S3. Quantitation was performed on immunoprecipitated DNA using SYBR-green and the CFX384 Real-Time PCR Machine (Bio-Rad). Data are reported as fold enrichment relative to IgG (8).

### Direct binding studies

pMIEG-c-Jun (Addgene plasmid #40348 RRID: Addgene_21915-plko tet puro) was used to construct and purify full-length (FL) GST-JUN (aa 1–331) and to generate the (i) GST-JUN (aa 1–194) and (ii) GST-JUN (aa 195–331) fragments. GST-MUC1-CD (FL; aa 1–72), GST-MUC1-CD (aa 1–45), GST-MUC1-CD (aa 46–72), and GST-MUC1-CD (CQC→AQA) were prepared as described previously (7). GST-JUN and GST-MUC1-CD proteins were cleaved with thrombin to remove GST. Purified JUN was incubated with GST or GST-MUC1-CD proteins bound to glutathione beads, and the adsorbates were analyzed by immunoblotting with anti-JUN. Purified MUC1-CD was incubated with GST or GST-JUN proteins bound to glutathione beads, and the adsorbates were analyzed by immunoblotting with anti–MUC1-CD CD1 antibody (7).

### Tumorsphere formation assays

Single-cell suspensions were cultured in MammoCult Human MediumKit (StemCell Technologies) at a density of 5,000 cells per well of a 6-well ultralow attachment culture plate (Corning) for 10 days. Mammospheres with a diameter >50 μm were counted under an inverted microscope in triplicate wells.

### Statistical analysis

Each experiment was performed at least three times. Data are expressed as the mean ± SD. All statistical analyses for qRT-PCR and ChIP studies were performed by the unpaired Mann–Whitney *U* test or Student *t* test to determine differences between means of groups. A *P* value of < 0.05 denoted by an asterisk (*) was considered statistically significant.

### Data accessibility

The RNA-seq and ATAC-seq data have been deposited in the GEO database under accession codes GSE139335, GSE164141, and GSE180599.

## Results

### Silencing of MUC1-C leads to global changes in chromatin accessibility

MUC1-C drives dedifferentiation and self-renewal of DU-145 CRPC cells (8) and BT-549 TNBC cells (7). However, the mechanisms responsible for these findings remain unknown. Accordingly, we selected these models to investigate the potential involvement of MUC1-C–induced chromatin remodeling in association with driving the CSC state. 

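DU-145 is a human castration-resistant prostate cancer (CRPC) cell line, and BT-549 is a human triple-negative breast cancer (TNBC) cell line. Both lines carried a tetracycline-inducible MUC1 short hairpin RNA (tet-MUC1shRNA), so that doxycycline (DOX) silences MUC1 and with it the MUC1-C subunit. In ATAC-seq, the Tn5 transposase inserts sequencing adapters into open chromatin, and the number of fragments over a region is a measure of its accessibility. The cells were treated with vehicle or DOX for 7 days, and a library was made from 50000 cells for each of 3 replicates per condition, 12 libraries in all. The paper gives the vehicle as 0.1% DMSO, whereas the sample labels call the same cells untreated in one field and DMSO-treated in another. The samples were assigned by the paper's description. The authors aligned the fragments to GRCh38 with bwa-mem, removed duplicates with Picard and called accessible regions in each replicate with MACS2. Regions were then merged, kept if detected in at least 3 replicates and divided into bins of 100 bp, and each bin was given its mean fragment coverage with bigWigAverageOverBed. The table for DU-145 held 709366 bins in 79177 contiguous accessible regions, and the table for BT-549 held 472994 bins in 46298 regions. The values were not normalized for depth, and only 4.22% of them in DU-145 and 6.86% in BT-549 were whole numbers. They were therefore rounded before testing. A fragment that spans several bins adds to each of them, so that neighboring bins are not independent.

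The bin values summed to 13868501, 24001285 and 12370094 in the 3 DU-145 vehicle libraries and to 16337380, 25232000 and 21094631 in the 3 DU-145 DOX libraries. In BT-549, they summed to 13606129, 11675868 and 9142900 in the vehicle libraries, but only to 2580687, 2502510 and 3267024 in the DOX libraries. The median bin had a coverage of 6.87 to 13.1 in DU-145 vehicle and 11.1 to 17.4 in DU-145 DOX libraries. In BT-549, the median bin had 11.4 to 16.8 in vehicle and 2.96 to 4.09 in DOX libraries, so that single bins were measured with the lowest precision in the BT-549 DOX cells. Across bins, the log2 coverage (as CPM, scaled to equal library totals) of pairs of replicates had Pearson correlations of 0.961 to 0.971 in DU-145 vehicle, 0.963 to 0.971 in DU-145 DOX, 0.933 to 0.951 in BT-549 vehicle and 0.809 to 0.829 in BT-549 DOX cells. From the deposited values, each line was tested on its own with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, after scaling the libraries with TMM factors. The test covered the 709226 bins in DU-145 and the 472935 bins in BT-549 with a total of at least 10 over the 6 libraries. Normalized coverage is given for the mean effective library size of the line. The choice of the test, the scaling of the libraries and a correction for GC content could each change the numbers.

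The MUC1 promoter was examined first. In DU-145, its highest bin lay on chromosome 1 from 155193601 to 155193700 and had normalized coverages of 196, 174 and 153 in vehicle and 128, 123 and 104 in DOX cells. The log2 fold change was -0.56 (SE 0.12, adjusted p = 0.000112 by edgeR's quasi-likelihood test), and all 3 DOX libraries were below all 3 vehicle libraries. With loess offsets in place of TMM, it was -0.16 with an edgeR adjusted p of 0.288, the highest of the settings tried. In BT-549, the highest bin (155193501 to 155193600) had 108, 144 and 105 in vehicle and 75.2, 104 and 95.2 in DOX cells, a log2 fold change of -0.39 (SE 0.15, adjusted p = 0.0899 by edgeR's quasi-likelihood test). With loess offsets, that value was -0.57 with an edgeR adjusted p of 0.00447, and DESeq2 on truncated values gave the highest adjusted p of the settings with all 6 libraries, 0.357. Without one library, the log2 fold change ranged from -0.49 to -0.21, with edgeR adjusted p of 0.0495 (without vehicle replicate 1) to 0.464 (without vehicle replicate 2). The hairpin acts on the transcript, so that promoter accessibility is no measure of the knockdown, and RNA was not analysed here.

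**Figure D1:**
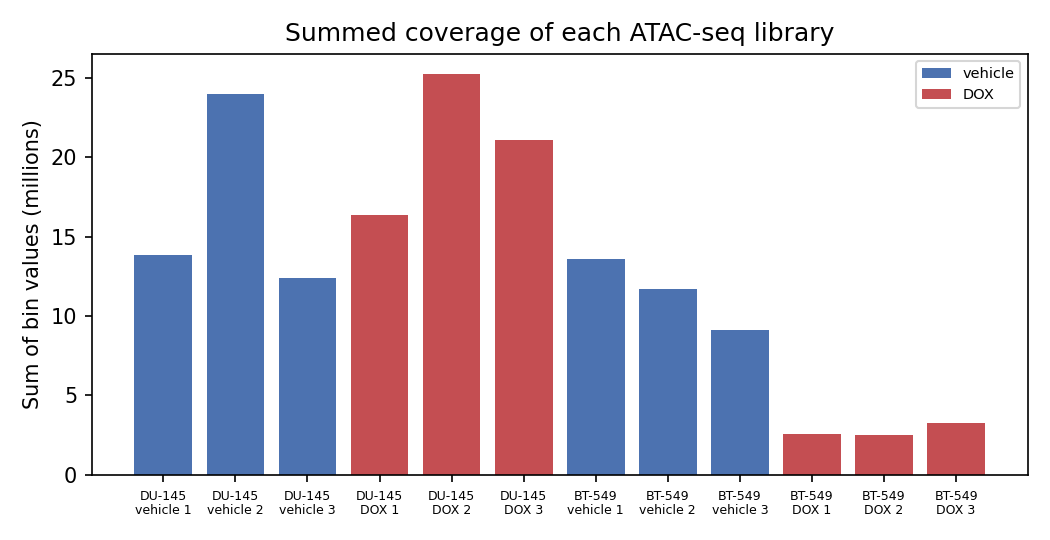
Summed bin values (vertical axis, in units of 1e+06) of each of the 12 ATAC-seq libraries, as one bar per library, with vehicle libraries in blue and DOX libraries in red. The 3 BT-549 DOX bars stand between 2502510 and 3267024 and the 3 BT-549 vehicle bars between 9142900 and 13606129.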

ATAC-seq was therefore performed on DU-145 and BT-549 cells with MUC1-C silencing (Supplementary Fig. S1A; refs. 7, 8) to assess the effects of MUC1-C on chromatin accessibility. The ATAC-seq libraries had distributions of smaller fragment lengths representing internucleosomal open chromatin regions and larger fragments representing areas spanning nucleosomes (Supplementary Fig. S1B). Read density distribution mapped most of the ATAC-seq peaks to within 1 kb of the TSS, indicating positioning at proximal regions (Supplementary Fig. S1C). 

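The peaks called by the authors in each library were placed relative to the transcription start sites (TSSs) of the GENCODE v44 annotation. A total of 63271 to 83605 peaks was called in the DU-145 vehicle libraries, 87702 to 95487 in DU-145 DOX, 65204 to 93929 in BT-549 vehicle and 30450 to 39837 in BT-549 DOX. The share of peaks with their summit within 1 kb of a TSS was 29.2% ± 2.47 (SD, n = 3) in DU-145 vehicle cells, with 29.9%, 26.4% and 31.2% in the 3 libraries. In DU-145 DOX cells, it was 24.4% ± 0.414 (SD, n = 3), with 24.6%, 23.9% and 24.6%. All 3 DOX libraries were below all 3 vehicle libraries (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In BT-549, the share was 27.2% ± 2.80 (SD, n = 3) in vehicle cells, with 24.8%, 26.4% and 30.3%, and 44.0% ± 4.11 (SD, n = 3) in DOX cells, with 41.4%, 41.8% and 48.7%. In that line, all 3 DOX libraries were above all 3 vehicle libraries (exact two-sided permutation test, p = 0.1). In both lines, the library with the fewest peaks had the highest share and that with the most peaks the lowest. An effect of DOX on the share was therefore not told apart from the number of peaks called. The share stayed below 50% in each of the 12 libraries, and with peaks of a q under 0.01 only it reached 50.4% in BT-549 DOX replicate 3. Restricting the TSSs to those of protein-coding genes moved it most, to means of 24.0% and 19.6% in DU-145 vehicle and DOX cells and 22.3% and 38.6% in the BT-549 cells.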

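Principal components were computed per cell line from log2 of the coverage as CPM plus 1 over the 500 bins with the largest variance. In DU-145, PC1 carried 98.6% of the variance of these bins and PC2 0.554%. The PC1 scores of the vehicle libraries were -23.5 ± 0.769 (SD, n = 3), against 23.5 ± 0.437 (SD, n = 3) for the DOX libraries. In BT-549, PC1 carried 95.5% and PC2 2.12%, with scores of -25.4 ± 0.227 (SD, n = 3) for vehicle and 25.4 ± 1.29 (SD, n = 3) for DOX. In both lines, no vehicle score overlapped a DOX score (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 can give). The bins with the largest variance are chosen for their spread, and over all tested bins PC1 carried less, 69.9% in DU-145 and 46.9% in BT-549, with the groups still apart on it.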

Principal components analysis (PCA) across different replicates and doxycycline treatment conditions further showed that PCA sorted according to the amount of data variability and that the samples are clustered by experimental condition (Supplementary Fig. S1D).

In analyzing the DU-145 cell ATAC-seq samples by DESeq2, we found that silencing MUC1-C results in 12,752 DARs. 

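Of the 709226 bins tested in DU-145 cells, 44147 were DARs with a fold change of at least 2 and an adjusted p under 1e-05, the cutoffs of the paper's methods, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They made up 6.22% of the tested bins and lay in 14274 accessible regions, so that a region with a DAR often held several. An unadjusted p under 0.05 was found for 301816 bins. The number of DARs depended strongly on the test and on the unit of counting. With the DESeq2 Wald test on the rounded values, 12947 bins passed the same cutoffs, and with each accessible region represented by its highest bin, 12861 regions did. DESeq2 on values truncated to whole numbers, a setting chosen after the data were seen, gave 12758, the lowest number of all settings. With the cutoff of 0.01 of the other line for the adjusted p by edgeR, the number rose to 116908.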

Of the MUC1-C–regulated DARs, 6,584 and 6,168 were identified with increases and decreases, respectively, in accessibility (Fig. 1A). 

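By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 29028 opening DARs with increases and 15119 closing DARs with decreases in accessibility were found in DU-145 cells, in 9511 and 4794 accessible regions. The opening DARs had a median log2 fold change of 2.27 and made up 65.8% of all DARs. The closing DARs had a median log2 fold change of -1.93. Both kinds had a lower GC content than the tested bins, with medians of 44.0% for opening and 46.5% for closing DARs against 50.0%. The split between opening and closing depended on the scaling. Opening DARs made up 75.9% with library totals in place of TMM factors, a setting in which the median log2 fold change of all bins moved from 0.068 to 0.20. They made up 35.7% (15019 opening and 27087 closing) when the trend of coverage with GC content was removed from each library, with a median of -0.091. That setting was chosen after the data were seen. The DESeq2 Wald test split the DARs evenly (6517 opening and 6430 closing, 50.3% opening). Without vehicle replicate 2, the vehicle library with the highest summed coverage, opening DARs numbered 13013.

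The regions with the largest changes were chosen among those with at least 3 DARs, a mean coverage of at least 20 and no overlap between the groups. In the highest bin of an intergenic region 81798 bp from the TSS of LINC01950 (chromosome 5, 107092801 to 107092900), normalized coverage rose from 1.09 ± 1.06 (SD, n = 3) to 78.9 ± 13.6 (SD, n = 3). The log2 fold change was 6.40 (SE 0.39, edgeR adjusted p = 2.9e-24). An intronic region near SLC35F4 (chromosome 14, 57930601 to 57930700) rose by 6.35 on the log2 scale, and a region by the noncoding gene ENSG00000234692 (chromosome 9, 115250801 to 115250900) by 6.05. In the opposite direction, a bin in an intron near the noncoding gene ENSG00000234810 (chromosome 1, 55828401 to 55828500) went from 91.2 ± 8.98 (SD, n = 3) to 0.409 ± 0.367 (SD, n = 3). Its log2 fold change was -7.79 (SE 0.39, edgeR adjusted p = 4.8e-29). Regions near ENSG00000232411 (chromosome 2, 165825201 to 165825300) and ENSG00000289526 (chromosome 11, 35045601 to 35045700) had log2 fold changes of -6.92 and -6.09. Where one group is close to 0, the fitted fold change depends on the prior count.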

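In BT-549, for which the paper's methods set the cutoff at an adjusted p of 0.01, 23245 DARs were found by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment among the 472935 tested bins. Opening DARs numbered 9688 (median log2 fold change 1.67, in 3022 accessible regions) and closing DARs 13557 (median -2.10, in 4320 regions). An unadjusted p under 0.05 was found for 112052 bins. Opening DARs made up 41.7% of all DARs. With the DESeq2 Wald test, 4446 opening and 3223 closing DARs were called (58.0% opening), and 174214 bins had no adjusted p after its independent filtering. Removing the GC trend of each library, a correction chosen after the data were seen, gave 18283 opening and 5063 closing DARs (78.3% opening), and the median log2 fold change of all bins moved from -0.062 to 0.18. Closing DARs had a median GC content of 45.0% and opening DARs of 52.0%, against 53.0% in the tested bins. Limma-trend gave 4160 opening and 9711 closing DARs (30.0% opening). Without DOX replicate 3, the library with the highest coverage of the DOX group, the numbers were 5272 and 6606, and closing DARs numbered 7478 without DOX replicate 1 and 7836 without DOX replicate 2.

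A region 21367 bp from the TSS of MIR4708 (chromosome 14, 65356501 to 65356600) had the largest increase, from a normalized coverage of 6.93 ± 0.0456 (SD, n = 3) to 84.0 ± 6.15 (SD, n = 3). Its log2 fold change was 3.6 (SE 0.25, edgeR adjusted p = 7.9e-27). Bins near RNA5-8SN2 (chromosome 21, 8219901 to 8220000), a ribosomal RNA gene of a multicopy family whose fragments cannot be placed with certainty, and RNU6ATAC19P (chromosome 2, 181791501 to 181791600) rose by 3.06 and 3.04 on the log2 scale. The largest decrease was in an intronic region near AOAH (chromosome 7, 36651501 to 36651600), from 29.0 ± 3.36 (SD, n = 3) to 0.656 ± 0.644 (SD, n = 3). Its log2 fold change was -7.84 (SE 0.98, edgeR adjusted p = 8.8e-11), and -5.95 with DESeq2. Intergenic bins near TDO2 (chromosome 4, 155818801 to 155818900) and OR6J1 (chromosome 14, 22651301 to 22651400) had log2 fold changes of -5.50 and -5.35.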

In BT-549 cell samples, MUC1-C silencing was associated with 8,223 DARs of which 4,730 exhibited increases and 3,493 decreases in accessibility (Fig. 1B). 

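Opening and closing DARs were placed by chromosome. In DU-145, DARs of both directions were found on all 24 chromosomes in the table. Among the 23 chromosomes with at least 1000 tested bins, the share of bins that were DARs ranged from 2.54% on chromosome 19 to 8.24% on chromosome 5, with a median of 6.60%. In BT-549, opening DARs were found on 24 and closing DARs on 23 chromosomes, the exception being chromosome Y. The share ranged from 3.48% on chromosome 22 to 6.51% on chromosome 21, with a median of 4.89%. On BT-549 chromosome Y, 135 of 227 bins were opening DARs. The unscaled coverage of these bins summed to 1458 ± 334 (SD, n = 3) in vehicle and 1315 ± 431 (SD, n = 3) in DOX libraries and differed by less than its SD. Relative to the summed coverage of the library, it rose from 128 ± 23.7 to 469 ± 130 CPM (SD, n = 3 each).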

We found that the MUC1-C–induced DARs (all, closing and opening) are widely located over the entire genomes of DU-145 (Fig. 1C; Supplementary Fig. S1E) and BT-549 (Fig. 1D; Supplementary Fig. S1F) cells. In addition, DARs were located at proximal regions within 1–3 kb from the annotated TSS and distal intergenic regions within 50–500 kb from a TSS in DU-145 (Fig. 1E, left) and BT-549 (Fig. 1E, right) cells.

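Each DAR was assigned to the nearest TSS and to the annotated feature it lay in, with the promoter taken as 3 kb on both sides of a TSS. In DU-145, 9.87% of the opening and 20.7% of the closing DARs lay within 1 kb of a TSS, against 39.5% of all tested bins. A further 6.71% of the opening and 7.10% of the closing DARs lay between 1 and 2 kb, and 5.72% and 5.61% between 2 and 3 kb. Introns beyond the promoter held 45.3% of the opening and 41.7% of the closing DARs, and intergenic sequence 29.5% and 22.3%. The share 50 to 500 kb from a TSS was 10.1% for opening and 6.96% for closing DARs, against 4.65% of the tested bins. With TSSs of protein-coding genes only, these shares were 29.5%, 24.2% and 15.7%. In BT-549, 37.5% of the opening and 16.2% of the closing DARs lay within 1 kb of a TSS, against 50.2% of the tested bins. Between 1 and 2 kb were 5.85% and 6.98% of them, and between 2 and 3 kb 3.90% and 5.80%. Intergenic sequence held 26.6% and 29.2% of them, and 12.0% and 11.0% lay 50 to 500 kb from a TSS, against 5.12% of the tested bins. With protein-coding TSSs only, the shares at that distance were 26.1%, 27.9% and 14.6%, so that closing DARs were above opening DARs. The odds of lying within 1 kb of a TSS were lower for opening than for closing DARs in DU-145 (odds ratio 0.419, 95% confidence interval 0.397 to 0.443) and higher in BT-549 (odds ratio 3.09, 2.91 to 3.29). These intervals treat bins as independent. With each accessible region counted once, the ratios were 0.702 and 3.67, and with the GC trend removed, 0.526 and 1.60. Loess offsets gave 0.698 and 2.50. The title of Fig. 1 calls the changes with MUC1-C silencing global.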

**Figure 1.**
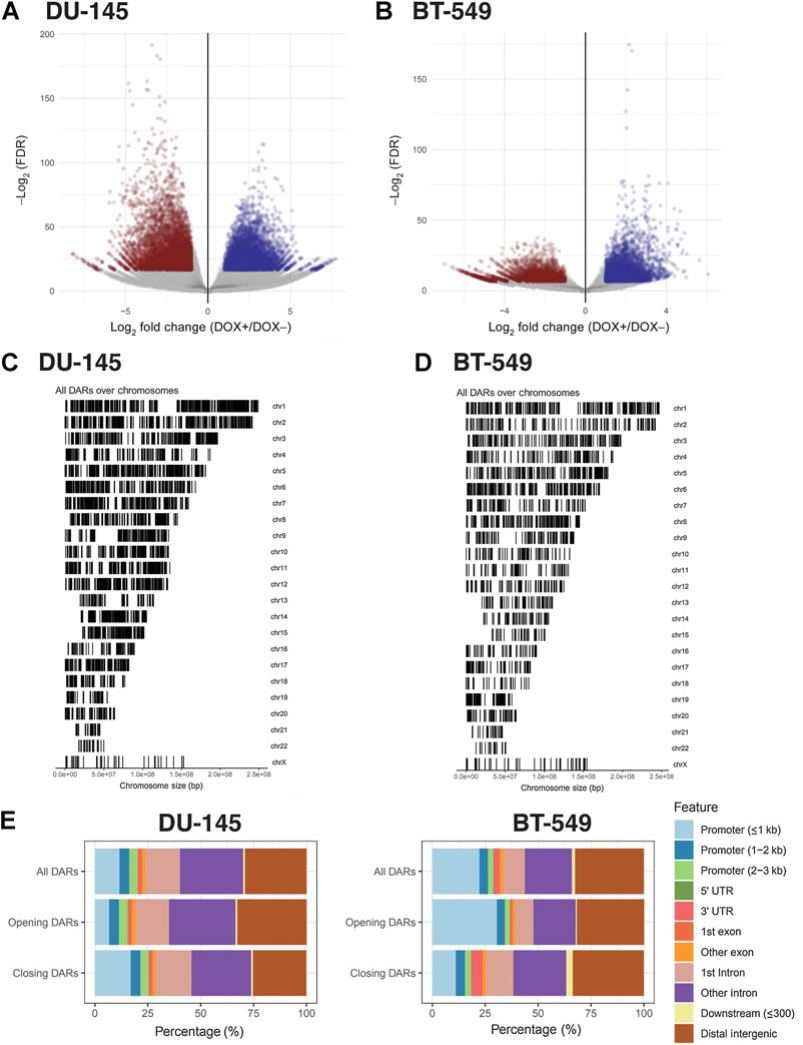
Silencing MUC1-C is associated with global changes in chromatin accessibility. **A** and **B,** ATAC-seq analyses were performed in triplicate on DU-145/tet-MUC1shRNA (**A**) and BT-549/tet-MUC1shRNA (**B**) cells treated with vehicle or doxycycline (DOX) for 7 days. Volcano plots depict DARs with decreased (closing DARs; red) and increased (opening DARs; blue) accessibility as a function of MUC1-C silencing. **C** and **D,** Chromosomal localization of all DARs in MUC1-C–silenced DU-145 (**C**) and BT-549 (**D**) cells. **E,** Genomic distributions of DARs (opening and closing) at the indicated regions in DU-145 (left) and BT-549 (right) cells.

### Association of MUC1-C–induced DARs with biological signaling pathways

Comparison of MUC1-C–induced closing and opening DARs identified 44 and 132, respectively, that are common in DU-145 and BT-549 cells (Fig. 2A). 

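The 2 tables shared a grid of 100-bp bins, and 321351 bins were tested in both lines. A total of 997 bins were opening DARs in both DU-145 and BT-549 cells, and 451 were closing DARs in both. In 10000 random draws of as many bins from the tested bins, the medians were 269 for opening and 196 for closing, and the largest values 340 and 252 (one-sided permutation p = 0.0001 for both, the smallest p these draws can give). Among the bins tested in both lines, the odds ratio of being a DAR of the same direction was 7.5 (95% confidence interval 6.99 to 8.05) for opening and 5.65 (5.11 to 6.25) for closing DARs, with bins treated as independent. Opposite directions were also found, with 254 bins opening in DU-145 and closing in BT-549, and 54 bins closing in DU-145 and opening in BT-549. The balance of these opposite bins depended on the setting, with 18 and 435 after removal of the GC trend and 11 and 16 with DESeq2 calls. DESeq2 calls lowered the numbers of common DARs most, to 283 opening and 98 closing, against medians of 28 and 20 in the draws. Merging adjacent DARs gave 344 and 203 common regions. Without DU-145 vehicle replicate 2, the common opening DARs numbered 624, and without BT-549 DOX replicate 3, the common closing DARs numbered 272.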

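To relate closing DARs to genes, lists of protein-coding genes for cell polarity (42 genes) and for the type I interferon (IFN) pathway (46 genes) were written from general knowledge before the data were examined. They are not the GO terms of the paper. The share of a list with a closing DAR within 100 kb of a TSS was compared with 10000 random lists matched on the number of tested bins within that distance. In DU-145, 19 of the 42 cell polarity genes (45.2%) had a closing DAR in reach, against a median of 38.1% in random lists (one-sided permutation p = 0.162, Benjamini-Hochberg adjusted p = 0.499 over the 16 combinations of list and DAR set). The genes with the smallest adjusted p were LLGL2, PALS1, PRKCI, CDC42 and PARD6A. The bin for LLGL2 lay 31753 bp from its TSS (chromosome 17, 75557401 to 75557500) and had a log2 fold change of -3.76 (SE 0.19, edgeR adjusted p = 1.7e-29). The values for the other 4 genes ranged from -3.24 for PARD6A to -1.32 for PALS1. In BT-549, 37 of the 46 type I IFN genes (80.4%) had a closing DAR in reach, against a median of 43.5% in random lists (one-sided permutation p = 0.0001, the smallest these lists can give, adjusted p = 0.0016). With a window of 10 kb, the share was 69.6% against 10.9%, the setting with the widest gap, and with the GC trend removed it was 71.7% against 30.4%. IRF1 had a closing DAR 9123 bp from its TSS (chromosome 5, 132481601 to 132481700) with a log2 fold change of -4.15 (SE 0.34, edgeR adjusted p = 1.3e-21). A bin 33811 bp from the TSS of MX1 and 98023 bp from that of MX2 (chromosome 21, 41460001 to 41460100), counted for both genes, had -4.46 (SE 0.39, edgeR adjusted p = 1.5e-19). The random lists were not matched on how close their genes lie to each other. Bins shared by neighboring genes of a list could therefore make its permutation p too small. A bin near IFI6 (chromosome 1, 27665201 to 27665300) had a log2 fold change of -3.91.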

Analysis of the DARs with decreased accessibility for localization to nearest genes and for gene ontology (GO) with ClusterProfiler (19) demonstrated associations with GO BIOLOGICAL PROCESSES of (i) cell polarity, axonogenesis, and actin filament organization in DU-145 cells (Fig. 2B) and (ii) regulation of the type I IFN pathway and response to viral infection in BT-549 cells (Fig. 2C). Of the MUC1-C–induced DARs with increases in accessibility, we identified (i) Hippo and transmembrane receptor serine/threonine kinase signaling pathways in DU-145 cells (Fig. 2D), and (ii) regulation of cellular responses to growth factor stimulus and TGFβ in BT-549 cells (Fig. 2E). 

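For opening DARs, a list of 35 Hippo pathway genes and a list of 40 TGFβ pathway genes were used in the same way. In DU-145, 21 of the 35 Hippo genes (60.0%) had an opening DAR within 100 kb of a TSS, against a median of 54.3% in matched random lists (one-sided permutation p = 0.312, adjusted p = 0.499). With DESeq2 calls, the share was 37.1% against 20.0% (one-sided permutation p = 0.0201, adjusted p = 0.136), and the adjusted p by permutation reached 0.909 with a window of 10 kb. The genes with the smallest adjusted p in the bins were FRMD6, SAV1, TEAD3, AMOTL2 and TAOK3. For FRMD6, the bin lay 97360 bp from the TSS (chromosome 14, 51554501 to 51554600) with a log2 fold change of 3.30 (SE 0.28, edgeR adjusted p = 1.2e-16). The log2 fold changes of the other 4 ranged from 1.81 for SAV1 to 4.18 for TAOK3. In BT-549, 15 of the 40 TGFβ genes (37.5%) had an opening DAR in reach, against 30.0% in random lists (one-sided permutation p = 0.223, adjusted p = 0.499). LTBP3, TGFBR2, SMURF1, ADAM17 and FSTL3 had the smallest adjusted p. The bin 191 bp from the TSS of LTBP3 (chromosome 11, 65558501 to 65558600) had a log2 fold change of 1.78 (SE 0.25, edgeR adjusted p = 1.2e-08), and that of TGFBR2 (chromosome 3, 30625901 to 30626000) 3.04. Receptor serine/threonine kinase signaling and the response to growth factors were not analysed here.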

We then utilized the Giggle (19) tool to look for potential transcription factor–binding sites or cistromes within the DARs against over 13,000 publicly available human transcription factor ChIP-seq datasets collected in the Cistrome DB (22). We found colocalization of experimentally detected binding sites of JUN and FOS with (i) opening DARs in BT-549 and DU-145 cells, and (ii) closing DARs in BT-549 cells (Supplementary Fig. S2), which was of interest in that there is no known association between MUC1-C and AP-1. NKX2-binding sites were also identified in closing DARs in DU-145 cells (Supplementary Fig. S2).

**Figure 2.**
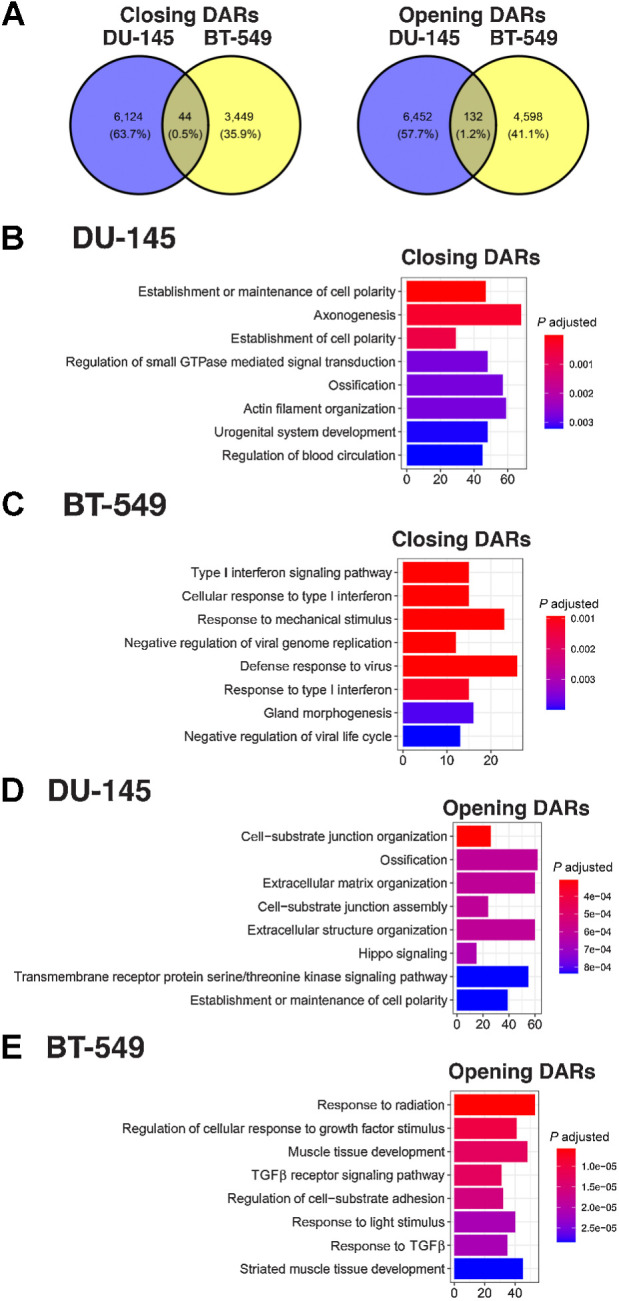
Silencing MUC1-C induces DARs with changes in accessibility that associate with biological processes. **A,** Concordance of closing (left) and opening (right) DARs in MUC1-C–silenced DU-145 and BT-549 cells. **B** and **C,** Associations of closing DARs in DU-145 (**B**) and BT-549 (**C**) cells with the indicated GO BIOLOGICAL PROCESSES. **D** and **E,** Associations of opening DARs in DU-145 (**D**) and BT-549 (**E**) cells with the indicated GO BIOLOGICAL PROCESSES.

### Localization of MUC1-C–induced DARs and corresponding DEGs

RNA-seq demonstrated that MUC1-C silencing in DU-145 cells is associated with 882 upregulated and 1,159 downregulated genes (1.5-fold, FDR<0.05; Fig. 3A, left), and in BT-549 cells with 2,465 upregulated and 3,562 downregulated genes (1.5-fold, FDR<0.05; Fig. 3A, right). In DU-145 cells, comparisons of opening DARs with DEGs identified 144 (108+36) upregulated genes and 84 (64+20) downregulated genes (Fig. 3B, left). Closing DARs were associated with 92 (56+36) upregulated and 118 (98+20) downregulated genes (Fig. 3B, left). Comparisons of opening DARs with DEGs in BT-549 cells further identified 238 (223+15) upregulated genes and 146 (122+24) downregulated genes (Fig. 3B, right). Moreover, closing DARs were associated with 52 (37+15) upregulated and 302 (278+24) downregulated genes (Fig. 3B, right). These findings were extended by demonstrating that MUC1-C–induced DARs and corresponding DEGs significantly correlate with GO BIOLOGICAL PROCESSES associated with stress response and inflammatory signaling pathways (Supplementary Figs. S3A–S3D). In extending this analysis to identify specific TFs that activate these pathways, we found that MUC1-C–induced DARs and corresponding DEGs are located at promoter-like signatures (PLS), proximal enhancer–like signatures (pELS) within 2 kb of a TSS and distal enhancer–like signatures (dELS) that fall more than 2 kb from the nearest TSS (ref. 21; Fig. 3C and D). 

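The FOS, JUN and NFE2 motifs of the AP-1 family share the sequence TGASTCA, in which S is G or C. Its presence was counted in each DAR, extended by 50 bp on both sides, and in the tested bins that were not DARs. All DARs were used, and the restriction to DARs associated with DEGs was not made here. In DU-145, 26.0% of the opening DARs held the motif, against 9.02% of the other bins (odds ratio 3.55, 95% confidence interval 3.45 to 3.65). The closing DARs did not differ from the other bins, with 9.35% (odds ratio 1.04, 0.983 to 1.10, Fisher's exact test, p = 0.173). In BT-549, the motif was found in 12.3% of the opening and 14.8% of the closing DARs, against 5.72% of the other bins (odds ratios 2.32, 2.18 to 2.47, and 2.86, 2.73 to 3.01). Neighboring bins are not independent, and with each accessible region counted once, the odds ratios were 2.21 for opening and 0.588 for closing regions in DU-145, and 1.68 and 2.27 in BT-549. The largest changes came from a background matched on mean coverage, distance to the TSS and GC content. The odds ratios then were 1.50 (1.45 to 1.54) for opening and 0.475 (0.449 to 0.503) for closing DARs in DU-145, and 1.60 (1.50 to 1.71) and 0.996 (0.945 to 1.05) in BT-549. In the DU-145 closing DARs, the direction changed with the setting. Loess offsets gave 0.883, removing the GC trend 1.35 and DESeq2 calls 1.12, and without vehicle replicate 2 the odds ratio was 1.10 (Fisher's exact test, p = 0.0026).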

Consistent with our analysis of ChIP-seq datasets in the Cistrome DB (ref. 22; Supplementary Fig. S2), Binding and Expression Target Analysis (BETA; ref. 23) demonstrated that MUC1-C–induced DARs associated with DEGs are enriched for FOS, JUN, and NEF2-binding motifs (Fig. 3E; Supplementary Fig. S3E, left and right), recognized by members of the activator protein 1 (AP-1) family of leucine zipper TFs.

**Figure 3.**
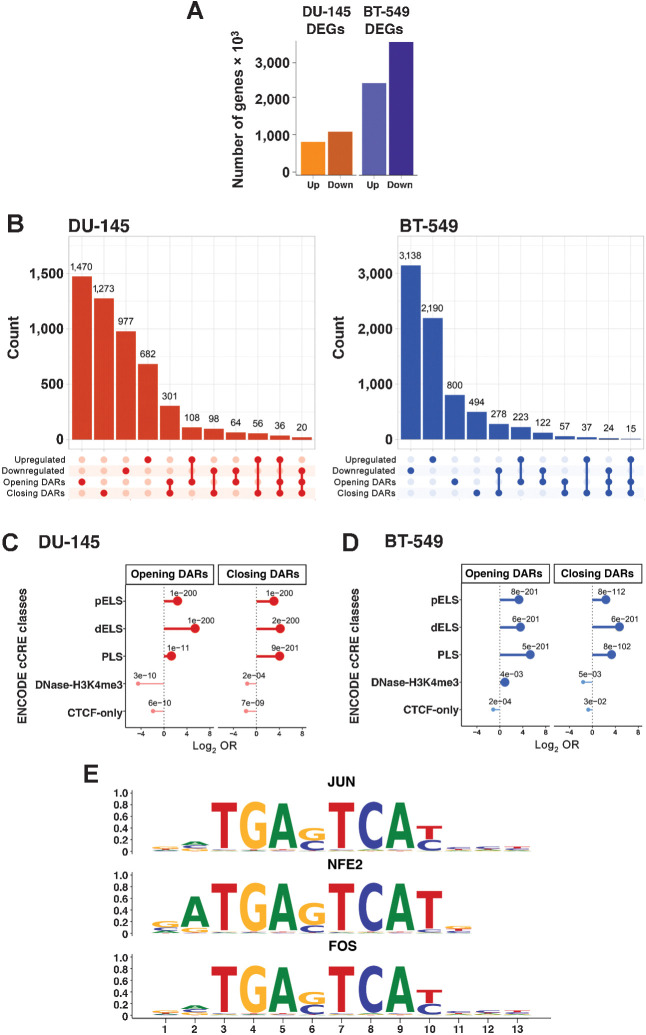
Silencing MUC1-C induces DARs associated with changes in gene expression patterns. **A,** RNA-seq was performed in triplicate on DU-145/tet-MUC1shRNA (left) and BT-549/tet-MUC1shRNA (right) cells treated with vehicle or doxycycline (DOX) for 7 days. Depicted are the numbers of up- and downregulated genes (fold change >1.5 and FDR < 0.05). **B,** Concordance of MUC1-C–induced opening DARs with (1) upregulation and (2) downregulation of genes and closing DARs with (3) upregulation and (4) downregulation of genes in DU-145 (left) and BT-549 (right) cells. **C** and **D,** The lollipop plots showing colocalization of opening and closing DARs at the indicated sites in DU-145 (**C**) and BT-549 (**D**) cells with Candidate *cis*-Regulatory Elements identified by ENCODE (ENCODE cCREs). The *x*-axis shows the fold-change values against genomic background and two-tailed Fisher test *P* values are labeled for the categories with significant enrichment. **E,** Top motifs enriched in DARs near DEGs in DU-145 and BT-549 cells.

### MUC1-C–induced DARs and DEGs associate with regulation of AP-1 target gene transcriptomes

Little is known about the involvement of MUC1-C in the regulation of JUN or other AP-1 family members. Accordingly, we focused on JUN and found that MUC1-C has no apparent effect on JUN expression (Supplementary Fig. S4A and S4B). We therefore probed for an interaction between the MUC1-C and JUN proteins. MUC1-C consists of a 58 aa extracellular domain, a 28 aa transmembrane domain, and a 72 aa cytoplasmic domain (Fig. 4A). The MUC1-C cytoplasmic domain (MUC1-CD; 1–72 aa; Fig. 4A) binds directly to certain TFs, such as MYC, and regulates expression of their target genes (7). Along these lines, we found that GST-MUC1-CD (1–72), but not GST, binds directly to full-length JUN (1–331) (Fig. 4B). Further analysis demonstrated that MUC1-CD (1–45) and not MUC1-CD(46–72) binds to JUN (1–331; Fig. 4C). We also found that MUC1-CD binds predominantly to JUN (1–194), which contains the transactivation domain and to a lesser extent with the JUN (195–331) region that includes the DNA-binding domain (Fig. 4D). MUC1-CD includes a CQC motif that is necessary for MUC1-C homodimerization and interactions with certain TFs (1). Mutation of MUC1-CD CQC motif to AQA abrogated binding to JUN in support of dependence on the Cys residues for the interaction (Fig. 4E). In further support of a MUC1-C–JUN interaction, GSEA analysis of the RNA-seq datasets from DU-145 (Fig. 4F; Supplementary Fig. S4C) and BT-549 (Fig. 4G; Supplementary Fig. S4D) cells demonstrated that MUC1-C silencing significantly associates with the regulation of AP-1 target genes. In addition, we found that MUC1-C regulates common sets of AP-1 target genes in DU-145 and BT-549 cells (Supplementary Fig. S4E and S4F), supporting a functional interaction between MUC1-C and JUN in dictating gene expression that is independent of cell context. AP-1 members can recruit BAF to regulate chromatin accessibility (25, 26). ARID1A is an AT-rich interactive domain containing subunit that maintains the BAF complex, particularly at enhancers (27). Along these lines, we found that silencing MUC1 and ARID1A is also associated with the regulation of overlapping sets of AP-1 target genes (Supplementary Fig. S4G and S4H), indicating that ARID1A/BAF may contribute to the regulation of these signatures.

**Figure 4.**
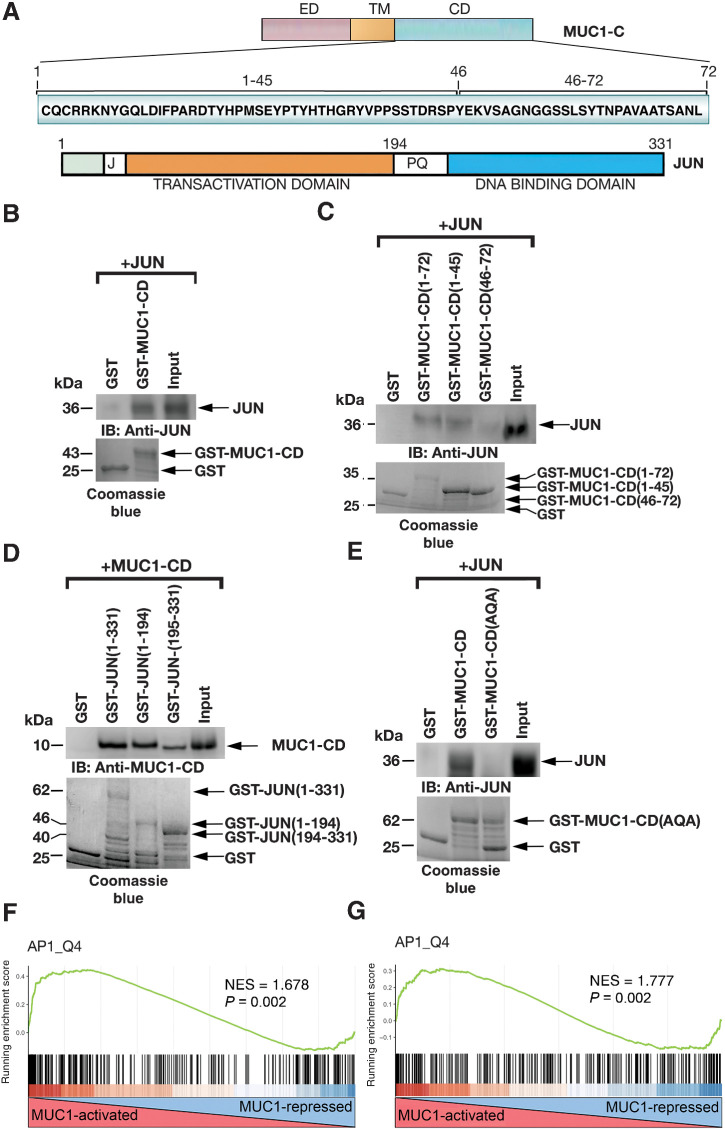
MUC1-C binds directly to JUN and regulates AP-1 target gene signatures. **A,** Schema of the MUC1-C protein with the amino acid sequence of the 72 aa cytoplasmic domain (above). Schema of the JUN 331 aa protein highlighting regions of the transactivation (aa 1-194) and DNA binding (aa 195-331) domains (below). **B,** GST and GST-MUC1-CD (FL; 1-72 aa) were incubated with purified full-length JUN (1-331). **C,** GST, GST-MUC1-CD, GST-MUC1-CD (1–45) and GST-MUC1-CD (45-72) were incubated with purified JUN (1-331). The adsorbates and input were immunoblotted with anti-JUN. Input of the GST proteins was assessed by Coomassie blue staining. **D,** GST, GST-JUN (1-331), GST-JUN (1-194), and GST-JUN(195-331) were incubated with purified MUC1-CD (1-72). The adsorbates and input were immunoblotted with anti-MUC1-CD. **E,** GST, GST-MUC1-CD, and GST-MUC1-CD (mutation of CQC to AQA) were incubated with purified JUN (1-331). The adsorbates and input were immunoblotted with anti-JUN. **F** and **G,** RNA-seq was performed in triplicate on DU-145/tet-MUC1shRNA (**F**) and BT-549/tet-MUC1shRNA (**G**) cells treated with vehicle or doxycycline (DOX) for 7 days. The datasets were analyzed with GSEA using the AP-1 Q4 target gene signature.

### MUC1-C occupies a *NOTCH1* pELS with JUN and ARID1A in promoting chromatin accessibility

MUC1-C drives NE dedifferentiation of CRPC/NEPC cells by activating the ARID1A/BAF complex and inducing NOTCH1 expression (8, 9). MUC1-C also activates the ARID1A/BAF complex in TNBC cells (9) and, as reported for MUC1-C (4, 7), NOTCH1 plays a role in the progression of TNBC cells (28, 29). In concert with direct binding of MUC1-C and JUN, we detected occupancy of MUC1-C/JUN complexes on the *NOTCH1* gene in a region (-1575 to -1590 bp upstream to the TSS) that contains an AP-1–binding motif (Fig. 5A; Supplementary Fig. S5A). 

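NOTCH1 is transcribed from the minus strand of chromosome 9, and its gene spans 136494433 to 136546048 in GRCh38. The sequence drawn for the AP-1 element in Fig. 5A has 1 exact match within 20000 bp of the TSS, on the plus strand from 136547362 to 136547376. Relative to the TSS of the canonical transcript NOTCH1-204, the element lies from -1328 to -1314 bp, and relative to the TSS of NOTCH1-208 (136545997) from -1379 to -1365 bp. It lies upstream of NOTCH1, in an intron of the noncoding gene NALT1. The element does not contain TGASTCA.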

We also identified occupancy of ARID1A and not that of the PBAF PBRM1 subunit (Fig. 5A). Significantly, silencing MUC1-C suppressed JUN and ARID1A occupancy (Fig. 5B). In addition, (i) silencing JUN (Supplementary Fig. S5B) decreased occupancy of MUC1-C and ARID1A (Fig. 5C) and (ii) silencing ARID1A (Supplementary Fig. S5C) was associated with decreases in MUC1-C and JUN occupancy (Fig. 5D). These findings thus supported the identification of a MUC1-C/JUN/ARID1A complex on a *NOTCH1* pELS that is dependent on the presence of each component. Consistent with a pELS (21), we detected EP300 and H3K27ac, as well as relatively higher levels of H3K4me3 compared with H3K4me1 signals, all of which were decreased by MUC1-C silencing (Fig. 5E). In addition, silencing MUC1-C decreased chromatin accessibility as evidenced by the IGV snapshot (30) and by direct nuclease analysis of that region in DU-145 (Fig. 5F, left and right) and BT-549 (Fig. 5G, left and right) cells. 

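In DU-145, the bin that holds the center of the NOTCH1 element (chromosome 9, 136547301 to 136547400) had normalized coverages of 11.3, 4.26 and 2.11 in vehicle and 6.69, 3.22 and 6.07 in DOX cells. The means of 5.88 ± 4.80 and 5.33 ± 1.85 (SD, n = 3 each) did not differ beyond the replicate spread (exact two-sided permutation test, p = 0.9). The log2 fold change was -0.09 (SE 0.50, adjusted p = 0.914 by edgeR's quasi-likelihood test). The sign changed to 0.043 with library totals, to 0.19 without DOX replicate 2 and to 0.66 without vehicle replicate 1. The highest bin of the same accessible region (136546201 to 136546300) also holds the forward primer of the qPCR assay, 1088 bp from the element. It had 121 ± 6.98 in vehicle and 95.9 ± 8.28 in DOX cells (SD, n = 3 each), a log2 fold change of -0.32 (SE 0.13, edgeR adjusted p = 0.0461), and all DOX libraries were below all vehicle libraries (exact two-sided permutation test, p = 0.1). The tenth of DU-145 bins with the highest coverage had a median log2 fold change of -0.39, so that a trend with coverage could account for this fall. In the bin of the element, the edgeR, limma and DESeq2 adjusted p ranged from 0.510 to 0.991 over the settings with the 6 libraries. In BT-549, the nearest bin of the table (136546901 to 136547000) had its center 419 bp from that of the element. Its coverage was 4.54 ± 1.47 in vehicle and 8.69 ± 2.66 in DOX cells (SD, n = 3 each), with a log2 fold change of 0.95 (SE 0.55, edgeR adjusted p = 0.308), and all 3 DOX libraries were above all 3 vehicle libraries (exact two-sided permutation test, p = 0.1). In the bin of the primer, it was 35.0 ± 4.66 and 34.9 ± 10.2 (SD, n = 3 each), with a log2 fold change of 0.04 (SE 0.24, edgeR adjusted p = 0.945). The lowest adjusted p of the settings with the 6 libraries was 0.221, by limma-trend. Without scaling for depth, coverage of the nearest bin was lower in the DOX libraries (7.25 ± 2.52 in vehicle and 3.34 ± 0.806 in DOX cells, SD, n = 3 each). The log2 ratio of -1.12 lay inside the central 95% (-4.33 to -0.50) of 93276 bins with similar vehicle coverage. The DOX effect on the accessible region did not differ detectably between the lines (0.18 on the log2 scale, edgeR adjusted p = 0.674), and its sign changed to -0.11 with loess offsets, -0.091 with the GC trend removed and -0.18 without BT-549 DOX replicate 3.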

As previously shown in DU-145 cells (8, 10), silencing MUC1-C in BT-549 cells downregulated NOTCH1 expression (Supplementary Fig. S5D). In addition, silencing JUN and ARID1A suppressed NOTCH1 expression in DU-145 and BT-549 cells (Supplementary Fig. S5E and S5F). NOTCH1 is necessary for self-renewal of DU-145 cells (9). By extension, silencing NOTCH1 in BT-549 cells was similarly associated with inhibition of tumorsphere formation (Supplementary Fig. S5G and S5H), indicating that MUC1-C–induced regulation of *NOTCH1* chromatin accessibility and expression contributes to the CSC state in different types of carcinoma cells.

**Figure 5.**
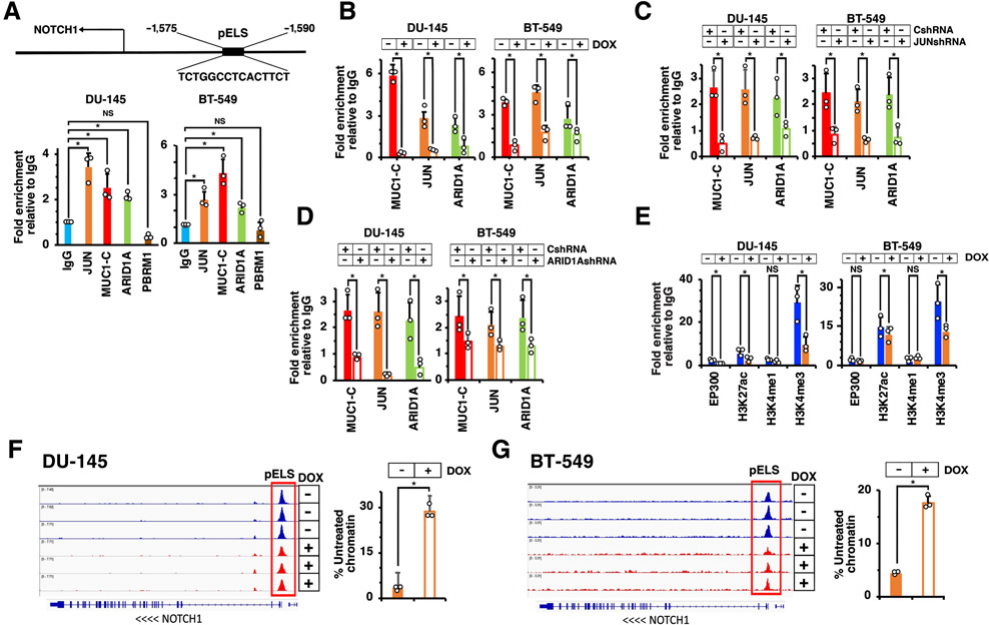
MUC1-C activates the *NOTCH1* pELS region. **A,** Schema of the *NOTCH1* gene with highlighting of the JUN/AP-1 pELS (-1575 to -1590 bp upstream to the TSS). Soluble chromatin from DU-145 (left) and BT-549 (right) cells was precipitated with a control IgG, anti-MUC1-C, anti-JUN, anti-ARID1A, and anti-PBRM1. **B,** Soluble chromatin from DU-145/tet-MUC1shRNA (left) and BT-549/tet-MUC1shRNA (right) cells treated with vehicle or doxycycline (DOX) was precipitated with a control IgG, anti-MUC1-C, anti-JUN, and anti-ARID1A. **C,** Soluble chromatin from DU-145 (left) and BT-549 (right) cells expressing a CshRNA or JUNshRNA was precipitated with a control IgG, anti-MUC1-C, anti-JUN, and anti-ARID1A. **D,** Soluble chromatin from DU-145 (left) and BT-549 (right) cells expressing a CshRNA or ARID1AshRNA was precipitated with a control IgG, anti-MUC1-C, anti-JUN, and anti-ARID1A. **E,** Soluble chromatin from DU-145/tet-MUC1shRNA (left) and BT-549/tet-MUC1shRNA (right) cells treated with vehicle or doxycycline were precipitated with a control IgG, anti-EP300, anti-H3K27ac, anti-H3K4me1, and anti-H3K4me3. The DNA samples were amplified by qPCR with primers for the *NOTCH1* pELS region. The results (mean ± SD of three determinations) are expressed as fold enrichment relative to that obtained with the IgG control (assigned a value of 1). **F** and **G,** Genome browser snapshots of ATAC-seq data from the NOTCH1 pELS in DU-145/tet-MUC1shRNA (**F**) and BT-549/tet-MUC1shRNA (**G**) cells treated with vehicle or doxycycline for 7 days (left). Chromatin was analyzed for accessibility by nuclease digestion (right). The results (mean ± SD of three determinations) are expressed as percent untreated chromatin.

### MUC1-C integrates activation of the *EGR1* pELS and dELS

Among the common sets of MUC1-C–induced AP-1 target genes, we identified *EGR1*, which is associated with promoting CRPC and TNBC CSC states (31–33). 

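EGR1 lies on the plus strand of chromosome 5 in GRCh38, from 138465479 to 138469303. The sequence drawn for the proximal element in Fig. 6A has 1 exact match within 20000 bp of the TSS, from 138463777 to 138463788. That element lies from -1702 to -1691 bp relative to the TSS of EGR1-201, in intergenic sequence. It does not hold TGASTCA. The sequence of the distal element has 5 exact matches in the same window, and the one at the position given in the paper was used.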

Having demonstrated that MUC1-C regulates chromatin accessibility of the *NOTCH1* pELS, *EGR1* was of interest in that putative AP-1–binding elements were identified in a (i) potential pELS (-1985 to -1974 bp) within 2 kb from the TSS, and (ii) dELS (+6350 to +6361) at over 6 kb from the TSS (Fig. 6A). We found that MUC1-C, JUN, and ARID1A occupy the *EGR1* pELSs and dELSs in DU-145 (Fig. 6B, left and right) and BT-549 (Supplementary Fig. S6A, left and right) cells. Moreover, as identified in the *NOTCH1* studies, silencing MUC1-C (Fig. 6C, left and right; Supplementary Fig. S6B, left and right), JUN (Fig. 6D, left and right; Supplementary Fig. S6C, left and right) or ARID1A (Fig. 6E, left and right; Supplementary Fig. S6D, left and right) decreased occupancy the MUC1-C/JUN/ARID1A complex on the *EGR1* pELSs and dELSs. In addition, we found that silencing MUC1-C in DU-145 cells decreased (i) EP300 occupancy, and (ii) H3K27ac and H3K4me3 signals on the *EGR1* pELS and dELS (Fig. 6F, left and right). In BT-549 cells, similar results were obtained for the *EGR1* pELS; however, there was no enrichment of H3K27ac or H3K4me3 at the *EGR1* dELS (Supplementary Fig. S6E, left and right), suggesting that the *EGR1* dELS may be an inactive site. Nonetheless, chromatin accessibility of the *EGR1* pELS and dELS was decreased by silencing MUC1-C in DU-145 (Fig. 6G and H) and BT-549 (Supplementary Fig. S6F and S6G) cells. 

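In DU-145, the bin of the EGR1 pELS (chromosome 5, 138463701 to 138463800) had a normalized coverage of 34.2 ± 11.8 in vehicle and 20.0 ± 6.88 in DOX cells (SD, n = 3 each; exact two-sided permutation test, p = 0.2). The log2 fold change was -0.82 (SE 0.23, adjusted p = 0.00327 by edgeR's quasi-likelihood test), short of the DAR cutoffs. The call rested on single libraries. Without vehicle replicate 2, the log2 fold change was -0.48 with an edgeR adjusted p of 0.237, and without DOX replicate 3 it was -0.61 with an edgeR adjusted p of 0.0541. With DESeq2, it was -0.81 with an adjusted p of 0.0988. Over the settings with the 6 libraries (edgeR, limma and DESeq2), the adjusted p in the bin of the pELS ranged from 0.00059 to 0.110. The bin of the EGR1 dELS (138471801 to 138471900) had 8.79 ± 2.13 in vehicle and 1.36 ± 1.21 in DOX cells (SD, n = 3 each), and all 3 DOX libraries were below all vehicle libraries (exact two-sided permutation test, p = 0.1, the smallest p for 3 against 3). Its log2 fold change was -2.49 (SE 0.59, edgeR adjusted p = 0.000389). A peak covered the dELS in 3 of 3 vehicle and 0 of 3 DOX libraries of DU-145, and a peak covered the pELS in all 12 libraries. In BT-549, the pELS had 22.0 ± 0.266 in vehicle and 19.3 ± 7.07 in DOX cells (SD, n = 3 each; exact two-sided permutation test, p = 0.9). The log2 fold change of -0.16 (SE 0.31, edgeR adjusted p = 0.823) was within the replicate spread, and its sign changed to 0.10 both with the GC trend removed and without DOX replicate 1. The dELS in BT-549 had 9.50 ± 1.66 in vehicle cells and 11.7, 1.85 and 0.0876 in the 3 DOX libraries (exact two-sided permutation test, p = 0.4), a log2 fold change of -1.11 (SE 0.59, edgeR adjusted p = 0.247). It was -2.81 without DOX replicate 1 (edgeR adjusted p = 0.0573) and -0.42 without DOX replicate 3 (edgeR adjusted p = 0.784). A peak covered the dELS in 3 of 3 vehicle libraries of BT-549 and in 1 of 3 DOX libraries, replicate 1. Over the settings with all 6 BT-549 libraries (edgeR, limma and DESeq2), the adjusted p ranged from 0.665 to 0.903 in the bin of the pELS. In that of the dELS, it ranged from 0.176 to 0.491. Without scaling for depth, the log2 ratios of DOX to vehicle in BT-549 were -2.20 at the pELS and -3.18 at the dELS. Both lay inside the central 95% of bins with similar vehicle coverage, whose medians were -2.17 and -2.25. The pELS and dELS lie in one accessible region, whose highest bin (138465001 to 138465100) had log2 fold changes of -0.63 in DU-145 (edgeR adjusted p = 2.0e-07) and 0.22 in BT-549 (edgeR adjusted p = 0.239). In the joint fit of both lines, which has its own scaling, so that its differences need not equal those of the fold changes per line, the DOX effect there differed by 0.66 (SE 0.14, edgeR adjusted p = 0.000124). With loess offsets, the difference was -0.090 (edgeR adjusted p = 0.703, the highest of the settings with all libraries).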

Consistent with these results, silencing MUC1-C, JUN, and ARID1A also resulted in suppression of EGR1 expression in DU-145 and BT-549 cells (Supplementary Figs. S6H–S6J).

**Figure 6.**
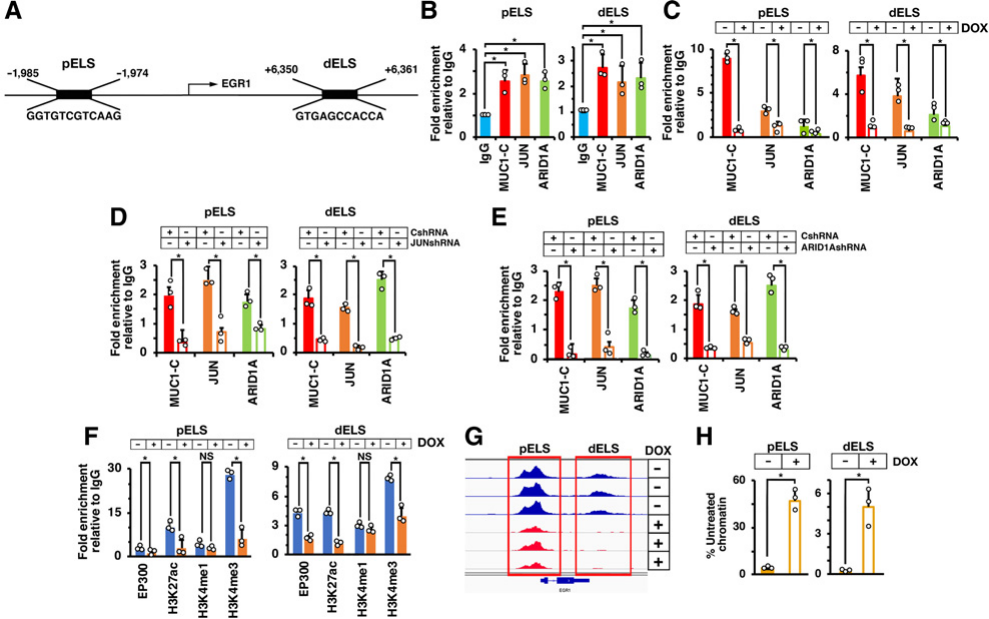
MUC1-C, JUN, and ARID1A occupy the *EGR1* pELS and dELS. **A,** Schema of *EGR1* with highlighting of the pELS and dELS signatures. **B,** Soluble chromatin from DU-145 cells was precipitated with a control IgG, anti-MUC1-C, anti-JUN, anti-ARID1A, and anti-PBRM1. **C,** Soluble chromatin from DU-145/tet-MUC1shRNA cells treated with vehicle or doxycycline (DOX) was precipitated with a control IgG, anti-MUC1-C, anti-JUN, and anti-ARID1A. **D,** Soluble chromatin from DU-145/CshRNA and DU-145/JUNshRNA cells was precipitated with a control IgG, anti-MUC1-C, anti-JUN, and anti-ARID1A. **E,** Soluble chromatin from DU-145/CshRNA and DU-145/ARID1AshRNA cells was precipitated with a control IgG, anti-MUC1-C, anti-JUN, and anti-ARID1A. **F,** Soluble chromatin from DU-145/tet-MUC1shRNA cells treated with vehicle or doxycycline was precipitated with a control IgG, anti-EP300, anti-H3K27ac, anti-H3K4me1, and anti-H3K4me3. The DNA samples were amplified by qPCR with primers for the *EGR1* pELS (left) and dELS (right). The results (mean ± SD of three determinations) are expressed as fold enrichment relative to that obtained with the IgG control (assigned a value of 1). **G** and **H,** DU-145/tet-MUC1shRNA cells were treated with vehicle or doxycycline for 7 days. Genome browser snapshots of ATAC-seq data from the EGR1 pELS and dELS signatures. Chromatin was analyzed for accessibility by nuclease digestion (**H**). The results (mean ± SD of three determinations) are expressed as percent untreated chromatin.

### MUC1-C differentially activates *LY6E* pELSs and dELSs based on cell context

To further investigate involvement of MUC1-C in integrating activation of enhancer regions, we studied the human *LY6E* gene, which encodes a protein related to mouse stem cell factor 1 (Sca-1) and is linked to CRPC and TNBC progression (34–37). 

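LY6E lies on the plus strand of chromosome 8 in GRCh38, from 143017982 to 143023832. The 3 sequences drawn in Fig. 7A have 1 exact match each within 20000 bp of the TSS, and positions are given relative to the TSS of LY6E-203 (143017982). The pELS sequence lies from 143016273 to 143016283, -1709 to -1699 bp from that TSS, in an intron of the divergent noncoding gene LY6E-DT. The PLS sequence lies from 143018017 to 143018029, 35 to 47 bp from the TSS, in the 5′ UTR. The dELS sequence lies from 143026213 to 143026225, 8231 to 8243 bp from the TSS, in intergenic sequence downstream of the gene. None of the 3 sequences holds TGASTCA.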

Putative AP-1–binding motifs were identified in potential pELS (-699 to -689 bp), PLS (+35 to +47 bp), and dELS (+8231 to +8243 bp), which were of interest in that they exhibited distinct patterns of chromatin accessibility in DU-145 and BT-549 cells (Fig. 7A). In this regard, whereas peaks of chromatin accessible regions were detectable in the PLS in both cell types, the pELS region was more prominent in DU-145 cells and the dELS region was substantially broader and more pronounced in BT-549 cells (Fig. 7A). 

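In vehicle cells, the authors' peaks covered each of the 3 LY6E elements in 3 of 3 libraries of both lines. Their fold enrichment at the pELS was 64.5, 68.0 and 55.9 in DU-145 and 15.6, 41.0 and 13.6 in BT-549. At the PLS, it was 43.5, 61.5 and 44.5 in DU-145 and 103, 41.0 and 30.3 in BT-549. At the dELS, it was 18.7, 33.8 and 28.5 in DU-145 and 103, 95.9 and 75.5 in BT-549. The dELS peaks were 2323, 2662 and 1900 bp wide in DU-145 and 15317, 10323 and 10705 bp wide in BT-549, and the widest of them also covered the PLS. In BT-549 replicate 2, 1 peak covered the pELS and the PLS. The fold enrichments are the authors' values for whole peaks, so that a peak that spans several elements has 1 value for all of them. In the bins of the elements, the mean coverage as CPM in vehicle cells was 5.20 in DU-145 and 2.09 in BT-549 at the pELS, 0.470 and 2.21 at the PLS, and 1.87 and 14.8 at the dELS (n = 3 each). The tables of the lines were made and scaled separately, and these levels were not tested across them.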

We found that the pELS and dELS, but not PLS, were significantly occupied by MUC1-C, JUN, and ARID1A in DU-145 cells (Fig. 7B). In BT-549 cells, we detected significant occupancy of MUC1-C, JUN, and ARID1A in the PLS and dELS, but not in the pELS (Supplementary Fig. S7A), conceivably due to the relatively low level of chromatin accessibility in that region. Silencing MUC1-C in DU-145 cells decreased JUN and ARID1A occupancy in the *LY6E* pELS and dELS, but not significantly in the PLS (Fig. 7C). Accordingly, we focused on the *LY6E* pELS and dELS and found that JUN (Fig. 7D) and ARID1A (Fig. 7E) are necessary for occupancy of MUC1-C/JUN/ARID1A complexes. Moreover, in BT-549 cells, we found that MUC1-C (Supplementary Fig. S7B), JUN (Supplementary Fig. S7C), and ARID1A (Supplementary Fig. S7D) are necessary for occupancy of MUC1-C/JUN/ARID1A complexes on the PLS and dELS. Consistent with these results, MUC1-C induced increases in EP300, H3K27ac, and H3K4me3 were detectable in the (i) pELS and dELS in DU-145 cells (Fig. 7F), and (ii) in the PLS in BT-549 cells (Supplementary Fig. S7E). In addition, silencing MUC1-C was associated with decreases in chromatin accessibility and nuclease sensitivity in the pELS and dELS in DU-145 cells (Fig. 7G and H) and in the PLS and dELS in BT-549 cells (Supplementary Figs. S7F and S7G). 

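In DU-145, normalized coverage in the bin of the LY6E pELS (chromosome 8, 143016201 to 143016300) was 98.7 ± 4.50 in vehicle and 21.5 ± 3.75 in DOX cells (SD, n = 3 each). This bin was a closing DAR with a log2 fold change of -2.23 (SE 0.18, adjusted p = 1.6e-18 by edgeR's quasi-likelihood test). The bin of the dELS (143026201 to 143026300) was also a closing DAR, with 35.5 ± 5.35 in vehicle and 9.44 ± 4.18 in DOX cells (SD, n = 3 each) and a log2 fold change of -1.84 (SE 0.26, edgeR adjusted p = 1.7e-08). At both sites, all 3 DOX libraries were below all 3 vehicle libraries (exact two-sided permutation test, p = 0.1, the smallest p for 3 against 3). At the PLS (143018001 to 143018100), coverage was 8.92 ± 1.23 and 5.03 ± 1.90 (SD, n = 3 each), and the log2 fold change of -0.72 (SE 0.42, edgeR adjusted p = 0.205) did not pass. The highest bin of that region had -0.58 (edgeR adjusted p = 0.000433). In the bin of the PLS, the adjusted p by edgeR, limma and DESeq2 ranged up to 0.474. In BT-549, the dELS fell from 105 ± 6.66 in vehicle to 6.84 ± 2.50 in DOX cells (SD, n = 3 each; exact two-sided permutation test, p = 0.1), a closing DAR with a log2 fold change of -3.91 (SE 0.31, edgeR adjusted p = 9.1e-23). No peak was called over it in the 3 DOX libraries. Without scaling, its log2 ratio was -5.95, below the central 95% (-3.44 to -1.42) of 4092 bins with similar vehicle coverage. At the PLS in BT-549, coverage was 15.7 ± 2.77 in vehicle cells and 16.4, 10.8 and 0.0 in the 3 DOX libraries (exact two-sided permutation test, p = 0.2). The log2 fold change was -0.89 (SE 0.44, edgeR adjusted p = 0.196), and the highest bin of the region had -0.60 (edgeR adjusted p = 0.0687). In the bin of the PLS, the adjusted p ranged from 0.1495 to 0.448 over the settings with all 6 libraries (edgeR, limma and DESeq2). Leaving out DOX replicate 1 gave a log2 fold change of -1.67 (edgeR adjusted p = 0.0737), and leaving out DOX replicate 3 gave -0.20 (edgeR adjusted p = 0.866). At the pELS in BT-549, coverage was 14.9 ± 1.24 and 14.2 ± 4.85 (SD, n = 3 each), with a log2 fold change of -0.13 (SE 0.38, edgeR adjusted p = 0.891). The highest bin of that region had -0.76 (edgeR adjusted p = 0.205). In the bin of the pELS, the adjusted p ranged from 0.831 to 0.935 (edgeR, limma and DESeq2). The sign of the log2 fold change in that bin changed to 0.11 with the GC trend removed and to 0.028 without DOX replicate 3. The unscaled log2 ratios of -2.99 at the PLS and -2.14 at the pELS lay inside the range of similar bins. The DOX effect differed between the lines in the region of the pELS (by 1.52, SE 0.46, edgeR adjusted p = 0.0102) and in that of the dELS (by -1.66, SE 0.45, edgeR adjusted p = 0.00215), but not detectably in that of the PLS (-0.31, edgeR adjusted p = 0.418). Without BT-549 DOX replicate 2, the edgeR adjusted p for the pELS was 0.0621, and without DU-145 DOX replicate 2, that for the dELS was 0.0731.

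**Figure D2:**
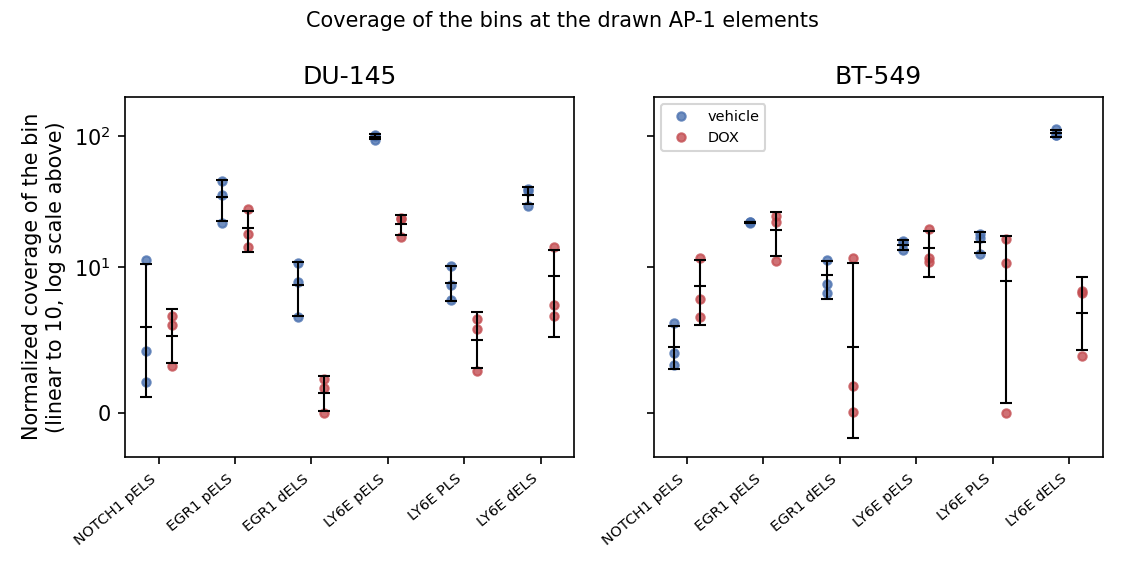
Normalized coverage (vertical axis, linear up to 10 and logarithmic above) in the bins of the NOTCH1, EGR1 and LY6E elements in DU-145 and BT-549 cells. Points are the 3 libraries of each group, and bars are the mean ± SD for vehicle and DOX. In BT-549, the LY6E dELS drops from a mean of 105 to 6.84, while the 3 DOX points at the PLS spread from 0.0 to 16.4.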

By extension, MUC1-C, JUN, and ARID1A were each necessary for *LY6E* expression in DU-145 and BT-549 cells (Supplementary Figs. S7H–S7J). These results indicate that MUC1-C–mediated activation the *LY6E* pELS, PLS, and dELS is differentially regulated depending on cell context.

**Figure 7.**
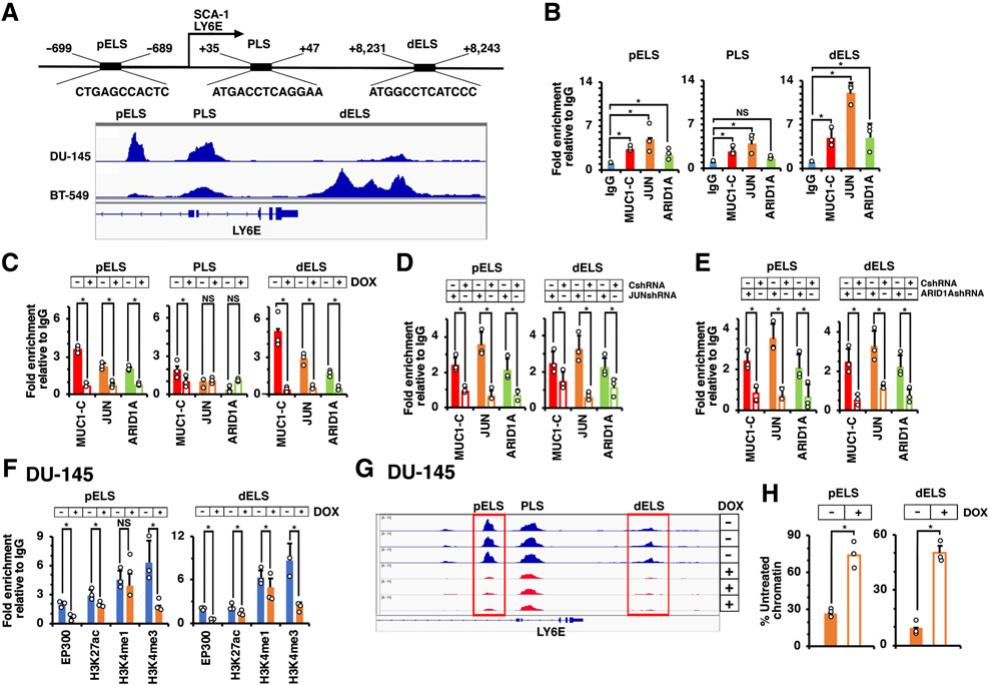
MUC1-C integrates activation of the *LY6E* pELS and dELS regions. **A,** Schema of *LY6E* with highlighting of JUN/AP-1–binding sites and chromatin accessibility of the pELS, PLS, and dELS signatures in DU-145 and BT-549 cells. **B,** Soluble chromatin from DU-145 cells was precipitated with a control IgG, anti-MUC1-C, anti-JUN, anti-ARID1A, and anti-PBRM1. **C,** Soluble chromatin from DU-145/tet-MUC1shRNA cells treated with vehicle or doxycycline (DOX) was precipitated with a control IgG, anti-MUC1-C, anti-JUN, and anti-ARID1A. The DNA samples were amplified by qPCR with primers for the *LY6E* pELS (left), PLS (middle), and dELS (right) regions. **D,** Soluble chromatin from DU-145/CshRNA and DU-145/JUNshRNA cells was precipitated with a control IgG, anti-MUC1-C, anti-JUN, and anti-ARID1A. **E,** Soluble chromatin from DU-145/CshRNA and DU-145/ARID1AshRNA cells was precipitated with a control IgG, anti-MUC1-C, anti-JUN, and anti-ARID1A. **F,** Soluble chromatin from DU-145/tet-MUC1shRNA cells treated with vehicle or doxycycline was precipitated with a control IgG, anti-EP300, anti-H3K27ac, anti-H3K4me1, and anti-H3K4me3. The DNA samples were amplified by qPCR with primers for the *LY6E* pELS (left) and dELS (right) regions. The results (mean ± SD of three determinations) are expressed as fold enrichment relative to that obtained with the IgG control (assigned a value of 1). **G** and **H,** DU-145/tet-MUC1shRNA cells were treated with vehicle or doxycycline for 7 days. Genome browser snapshots of ATAC-seq data from the *LY6E* pELS, PLS and dELS (**G**). Chromatin from the pELS and dELS was analyzed for accessibility by nuclease digestion (**H**). The results (mean ± SD of three determinations) are expressed as percent untreated chromatin.

## Discussion

Epigenetic regulatory mechanisms, including ATP-dependent chromatin remodeling, are essential for maintaining tissue homeostasis and the wound healing response (38). The MUC1-C protein promotes activation of inflammatory, proliferative, and repair pathways found in wound healing and cancer (1). MUC1-C induces changes in DNA methylation patterns and histone modifications in cancer cells (1); however, there has been no evidence that MUC1-C dictates chromatin remodeling. This work demonstrates that MUC1-C regulates global remodeling of chromatin accessibility in DU-145 CRPC and BT-549 TNBC cells. We selected these cells based on findings that MUC1-C drives their dedifferentiation and progression (7, 8). These models were also selected to compare effects of MUC1-C on CSCs derived from different tumor types. In this regard, we found that MUC1-C governs similar patterns of global chromatin remodeling in DU-145 and BT-549 cells; that is, induction of DARs across their entire genomes. 

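To compare the lines directly, 31061 accessible regions that overlapped between the 2 tables were tested for a different DOX effect in DU-145 and BT-549 cells, with each region represented by its highest bin. All 12 libraries entered the test, with TMM factors computed over these regions. By edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment at 0.05, the DOX effect differed in 9600 regions, with 4680 higher and 4920 lower in BT-549. With loess offsets, the setting that moved the number most, 6100 regions differed (1914 higher and 4186 lower), and with library totals 9101 did (3014 higher and 6087 lower). With the GC trend removed, 7144 differed (5067 higher and 2077 lower), so that the balance of directions depended on the scaling. Of these 7144, 5018 were among the 9600 in the same direction.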

Subsets of MUC1-C–driven opening and closing DARs were common to both cell types and were distributed at proximal promoter and distal intergenic regions. In addition, most DARs were significantly associated with induction or repression of genes. Parallels in the CRPC and TNBC CSC models were extended by identifying widespread enrichment of binding motifs in publicly available cistromes for the JUN, FOS, and NFE2 TFs and other members of the AP-1 family. AP-1 is a dimeric complex that includes the JUN, FOS, ATF and MAF proteins that form diverse homodimers and heterodimers in regulating oncogenic and tumor-suppressive activities (39, 40). Given these complexities, we focused on JUN with the understanding that MUC1-C may interact with other AP-1 family members. Indeed, little had been known to date about interactions between MUC1-C and AP-1 TFs; in this regard, our findings identified a previously unrecognized MUC1-C–driven program of chromatin regulation.

MUC1-C induces expression of the Yamanaka OCT4, SOX2, KLF4, and MYC (OSKM) pioneer transcription factors in the dedifferentiation of CRPC and TNBC cells (7, 8). Among the OSKM factors, MUC1-C binds directly to MYC in the regulation of MYC target genes (7, 8). The OSKM factors induce dynamic changes in chromatin states during induction of pluripotency and interact with JUN and other AP-1 family members in regulating accessibility (41, 42). We found that MUC1-C binds directly to JUN and forms a nuclear complex with JUN in driving gene expression. In addition, analysis of DU-145 and BT-549 RNA-seq datasets demonstrated that silencing MUC1-C is significantly associated with the activation and repression of common sets of AP-1 target genes. The parallels in the DU-145 and BT-549 cell models were further extended by the demonstration that MUC1-C and JUN are necessary for activation the *NOTCH1* gene, which is of importance for the progression of CSCs (9, 28, 29). MUC1-C/JUN complexes were detectable on a *NOTCH1* pELS, invoking the potential recruitment of the ARID1A/BAF chromain remodeling complex. Along these lines, MUC1-C activates the ARID1A component of BAF in the dedifferentiation of DU-145 and BT-549 cells (9). In addition, AP-1 members can cooperate with cell type–specific TFs in the recruitment of BAF to regulate chromatin accessibility (25, 26). In support of a model in which MUC1-C interacts with JUN with the recruitment of ARID1A to the *NOTCH1* pELS, MUC1-C was necessary for (i) occupancy of JUN and ARID1A complexes, (ii) increases in H3K27ac and H3K4me3 levels, and (iii) opening of chromatin accessibility. The importance of JUN and BAF in this setting was further supported by the dependence on ARID1A for *NOTCH1* activation (9) and the findings that MUC1-C and ARID1A regulate common sets of AP-1 target genes.

Our studies of the *NOTCH1* pELS revealed an unexpected role for MUC1-C in chromatin remodeling and provided the basis for extending these investigations to dELSs. Along these lines, AP-1 can operate both proximally to the TSS and at distal enhancer sites (40, 43). Given the localization MUC1-C–induced DARs to distal intergenic regions, we studied *EGR1* and *LY6E* as other stemness-associated genes with potential pELSs and dELSs. As found for the *NOTCH1* pELS, we detected MUC1-C/JUN/ARID1A complexes occupying the *EGR1* pELS and dELS in DU-145 and BT-549 cells. In addition, silencing MUC1-C, JUN, or ARID1A disrupted occupancy of these complexes, in support of their interdependency for inducing gene activation. MUC1-C also induced increases in chromatin accessibility and DNase sensitivity at the *EGR1* pELS and dELS in both DU-145 and BT-549 cells. Notably, MUC1-C increased H3K27ac and H3K4me3 signals at the *EGR1* pELS and dELS in DU-145 cells and, in contrast, only at the *EGR1* pELS in BT-549 cells, highlighting differences in *EGR1* regulation. As further evidence for cell context–dependent regulation, studies of the *LY6E* gene identified pELSs and dELSs in both DU-145 and BT-549 cells that were distinct in terms of MUC1-C–induced (i) patterns of JUN and ARID1A occupancy, and (ii) intensities of H3K27ac and H3K4me3 signals. MUC1-C was also necessary for driving chromatin accessibility of the pELS and dELS in both cell types. A common finding in our studies of the *NOTCH1*, *EGR1*, and *LY6E* genes is that, in addition to activating H3K27ac signals, MUC1-C was associated with increases in H3K4me3 as compared with H3K4me1. H3K4me3 is a characteristic signal of active promoters and is also detectable at active enhancers bound by RNA Pol II (44, 45). Our work shows that MUC1-C–induced activation of *NOTCH1*, *EGR1*, and *LY6E* is associated with predominant H3K4me3 signals at enhancer-like signatures. Further studies will be needed to address the mechanistic basis for these findings and whether they are related to MUC1-C–induced regulation of H3K4 methyltransferases or demethylases that contribute to aberrantly increased transcriptional activity.

The identification of MUC1-C–induced *EGR1* and *LY6E* stemness-associated genes informs new avenues for investigation of how they may contribute to the CSC state, which will be a focus of our subsequent studies. Additional studies will also be needed to address the diversity of MUC1-C–driven AP-1 target genes, particularly in the context of lineage-specific TFs, which can dictate cell type–specific recruitment of BAF. Along these lines, the observations that silencing MUC1-C and ARID1A is associated with the regulation of common sets of AP-1 target genes indicate that MUC1-C may broadly induce global remodeling of chromatin through AP-1 and the esBAF complex in driving stemness (9). CSCs have the capacity for self-renewal and differentiation. As such, it will be of interest to determine whether changes in CSC chromatin structure are incorporated in their differentiated progeny. Finally, these results do not exclude the possibility that MUC1-C–induced changes in chromatin accessibility are restricted to the BAF complex. Consistent with this notion, MUC1-C activates the NuRD nucleosome and PBAF chromatin remodeling complexes in CRPC and TNBC cells (7, 10), which could further contribute to the effects of MUC1-C on global chromatin architecture.

## Supplementary Material

Supplementary Figure

## References

[1] Kufe D . MUC1-C in chronic inflammation and carcinogenesis; emergence as a target for cancer treatment. Carcinogenesis2020;41:1173–83.32710608 10.1093/carcin/bgaa082PMC7513951

[2] Li W , ZhangN, JinC, LongMD, RajabiH, YasumizuY, . MUC1-C drives stemness in progression of colitis to colorectal cancer. JCI Insight2020;5:137112.32427590 10.1172/jci.insight.137112PMC7406273

[3] Rajabi H , HirakiM, KufeD. MUC1-C activates polycomb repressive complexes and downregulates tumor suppressor genes in human cancer cells. Oncogene2018;37:2079–88.29379165 10.1038/s41388-017-0096-9PMC5908737

[4] Hata T , RajabiH, YamamotoM, JinC, AhmadR, ZhangY, . Targeting MUC1-C inhibits TWIST1 signaling in triple-negative breast cancer. Mol Cancer Ther2019;18:1744–54.31308076 10.1158/1535-7163.MCT-19-0156PMC6774902

[5] Rajabi H , TagdeA, AlamM, BouillezA, PitrodaS, SuzukiY, . DNA methylation by DNMT1 and DNMT3b methyltransferases is driven by the MUC1-C oncoprotein in human carcinoma cells. Oncogene2016;35:6439–45.27212035 10.1038/onc.2016.180PMC5121097

[6] Rajabi H , HirakiM, TagdeA, AlamM, BouillezA, ChristensenCL, . MUC1-C activates EZH2 expression and function in human cancer cells. Sci Rep2017;7:7481.28785086 10.1038/s41598-017-07850-0PMC5547076

[7] Hata T , RajabiH, TakahashiH, YasumizuY, LiW, JinC, . MUC1-C activates the NuRD complex to drive dedifferentiation of triple-negative breast cancer cells. Cancer Res2019;79:5711–22.31519689 10.1158/0008-5472.CAN-19-1034PMC6881519

[8] Yasumizu Y , RajabiH, JinC, HataT, PitrodaS, LongMD, . MUC1-C drives lineage plasticity in progression to neuroendocrine prostate cancer. Nat Commun2020;11:338.31953400 10.1038/s41467-019-14219-6PMC6969104

[9] Hagiwara M , YasumizuY, YamashitaN, RajabiH, FushimiA, LongMD, . MUC1-C activates the BAF (mSWI/SNF) complex in prostate cancer stem cells. Cancer Res2021;81:1111–22.33323379 10.1158/0008-5472.CAN-20-2588PMC8026569

[10] Hagiwara M , FushimiA, YamashitaN, BattacharyaA, RajabiH, LongM, . MUC1-C activates the PBAF chromatin remodeling complex in integrating redox balance with progression of human prostate cancer stem cells. Oncogene2021;40:4920–40.10.1038/s41388-021-01899-yPMC832189634163028

[11] Koche RP , SmithZD, AdliM, GuH, KuM, GnirkeA, . Reprogramming factor expression initiates widespread targeted chromatin remodeling. Cell Stem Cell2011;8:96–105.21211784 10.1016/j.stem.2010.12.001PMC3220622

[12] Polo JM , AnderssenE, WalshRM, SchwarzBA, NefzgerCM, LimSM, . A molecular roadmap of reprogramming somatic cells into iPS cells. Cell2012;151:1617–32.23260147 10.1016/j.cell.2012.11.039PMC3608203

[13] Buenrostro JD , WuB, ChangHY, GreenleafWJ. ATAC-seq: a method for assaying chromatin accessibility genome-wide. Curr Protoc Mol Biol2015;109:1–9.10.1002/0471142727.mb2129s109PMC437498625559105

[14] Zhang Y , LiuT, MeyerCA, EeckhouteJ, JohnsonDS, BernsteinBE, . Model-based analysis of ChIP-Seq (MACS). Genome Biol2008;9:R137.18798982 10.1186/gb-2008-9-9-r137PMC2592715

[15] Nepon-Sixt BS , AlexandrowMG. DNase I chromatin accessibility analysis. Bio Protoc2019;9:e3444.10.21769/BioProtoc.3444PMC785436433654939

[16] Nepon-Sixt BS , BryantVL, AlexandrowMG. Myc-driven chromatin accessibility regulates Cdc45 assembly into CMG helicases. Commun Biol2019;2:110.30911685 10.1038/s42003-019-0353-2PMC6430796

[17] Love MI , HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol2014;15:550.25516281 10.1186/s13059-014-0550-8PMC4302049

[18] Yu G , WangLG, HeQY. ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics2015;31:2382–3.25765347 10.1093/bioinformatics/btv145

[19] Yu G , WangLG, HanY, HeQY. clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS2012;16:284–7.22455463 10.1089/omi.2011.0118PMC3339379

[20] Layer RM , PedersenBS, DiSeraT, MarthGT, GertzJ, QuinlanAR. GIGGLE: a search engine for large-scale integrated genome analysis. Nat Methods2018;15:123–6.29309061 10.1038/nmeth.4556PMC5872823

[21] ENCODE Project Consortium, MooreJE, PurcaroMJ, PrattHE, EpsteinCB, ShoreshN, . Expanded encyclopaedias of DNA elements in the human and mouse genomes. Nature2020;583:699–710.32728249 10.1038/s41586-020-2493-4PMC7410828

[22] Zheng R , WanC, MeiS, QinQ, WuQ, SunH, . Cistrome data browser: expanded datasets and new tools for gene regulatory analysis. Nucleic Acids Res2019;47:D729–D35.30462313 10.1093/nar/gky1094PMC6324081

[23] Wang S , SunH, MaJ, ZangC, WangC, WangJ, . Target analysis by integration of transcriptome and ChIP-seq data with BETA. Nat Protoc2013;8:2502–15.24263090 10.1038/nprot.2013.150PMC4135175

[24] Yamashita N , LongM, FushimiA, YamamotoM, HataT, HagiwaraM, . MUC1-C integrates activation of the IFN-gamma pathway with suppression of the tumor immune microenvironment in triple-negative breast cancer. J Immunother Cancer2021;9:e002115.33495298 10.1136/jitc-2020-002115PMC7839859

[25] Vierbuchen T , LingE, CowleyCJ, CouchCH, WangX, HarminDA, . AP-1 transcription factors and the BAF complex mediate signal-dependent enhancer selection. Mol Cell2017;68:1067–822.29272704 10.1016/j.molcel.2017.11.026PMC5744881

[26] Sen M , WangX, HamdanFH, RappJ, EggertJ, KosinskyRL, . ARID1A facilitates KRAS signaling-regulated enhancer activity in an AP1-dependent manner in colorectal cancer cells. Clin Epigenetics2019;11:92.31217031 10.1186/s13148-019-0690-5PMC6585056

[27] Mathur R , AlverBH, RomanAKS, WilsonBG, WangX, AgostonAT, . ARID1A loss impairs enhancer-mediated gene regulation and drives colon cancer in mice. Nat Genet2017;49:296–302.27941798 10.1038/ng.3744PMC5285448

[28] Xie X , KaoudTS, EdupugantiR, ZhangT, KogawaT, ZhaoY, . c-Jun N-terminal kinase promotes stem cell phenotype in triple-negative breast cancer through upregulation of Notch1 via activation of c-Jun. Oncogene2017;36:2599–608.27941886 10.1038/onc.2016.417PMC6116358

[29] Miao K , LeiJH, ValechaMV, ZhangA, XuJ, WangL, . NOTCH1 activation compensates BRCA1 deficiency and promotes triple-negative breast cancer formation. Nat Commun2020;11:3256.32591500 10.1038/s41467-020-16936-9PMC7320176

[30] Robinson JT , ThorvaldsdottirH, WincklerW, GuttmanM, LanderES, GetzG, . Integrative genomics viewer. Nat Biotechnol2011;29:24–6.21221095 10.1038/nbt.1754PMC3346182

[31] Tang T , ZhuQ, LiX, ZhuG, DengS, WangY, . Protease Nexin I is a feedback regulator of EGF/PKC/MAPK/EGR1 signaling in breast cancer cells metastasis and stemness. Cell Death Dis2019;10:649.31501409 10.1038/s41419-019-1882-9PMC6733841

[32] Jacob S , NayakS, KakarR, ChaudhariUK, JoshiD, VundintiBR, . A triad of telomerase, androgen receptor and early growth response 1 in prostate cancer cells. Cancer Biol Ther2016;17:439–48.27003515 10.1080/15384047.2016.1156255PMC4910915

[33] Li L , AmeriAH, WangS, JanssonKH, CaseyOM, YangQ, . EGR1 regulates angiogenic and osteoclastogenic factors in prostate cancer and promotes metastasis. Oncogene2019;38:6241–55.31312026 10.1038/s41388-019-0873-8PMC6715537

[34] AlHossiny M , LuoL, FrazierWR, SteinerN, GusevY, KallakuryB, . Ly6E/K signaling to TGFbeta promotes breast cancer progression, immune escape, and drug resistance. Cancer Res2016;76:3376–86.27197181 10.1158/0008-5472.CAN-15-2654PMC4910623

[35] Luo L , McGarveyP, MadhavanS, KumarR, GusevY, UpadhyayG. Distinct lymphocyte antigens 6 (Ly6) family members Ly6D, Ly6E, Ly6K and Ly6H drive tumorigenesis and clinical outcome. Oncotarget2016;7:11165–93.26862846 10.18632/oncotarget.7163PMC4905465

[36] Barros-Silva JD , LinnDE, SteinerI, GuoG, AliA, PakulaH, . Single-cell analysis identifies LY6D as a marker linking castration-resistant prostate luminal cells to prostate progenitors and cancer. Cell Rep2018;25:3504–18.30566873 10.1016/j.celrep.2018.11.069PMC6315111

[37] Castagnoli L , CancilaV, Cordoba-RomeroSL, FaraciS, TalaricoG, BelmonteB, . WNT signaling modulates PD-L1 expression in the stem cell compartment of triple-negative breast cancer. Oncogene2019;38:4047–60.30705400 10.1038/s41388-019-0700-2PMC6755989

[38] Ge Y , FuchsE. Stretching the limits: from homeostasis to stem cell plasticity in wound healing and cancer. Nat Rev Genet2018;19:311–25.29479084 10.1038/nrg.2018.9PMC6301069

[39] Eferl R , WagnerEF. AP-1: a double-edged sword in tumorigenesis. Nat Rev Cancer2003;3:859–68.14668816 10.1038/nrc1209

[40] Bejjani F , EvannoE, ZibaraK, PiechaczykM, Jariel-EncontreI. The AP-1 transcriptional complex: local switch or remote command?Biochim Biophys Acta Rev Cancer2019;1872:11–23.31034924 10.1016/j.bbcan.2019.04.003

[41] Li D , LiuJ, YangX, ZhouC, GuoJ, WuC, . Chromatin accessibility dynamics during iPSC reprogramming. Cell Stem Cell2017;21:819–33.29220666 10.1016/j.stem.2017.10.012

[42] Chronis C , FizievP, PappB, ButzS, BonoraG, SabriS, . Cooperative binding of transcription factors orchestrates reprogramming. Cell2017;168:442–59.28111071 10.1016/j.cell.2016.12.016PMC5302508

[43] Madrigal P , AlasooK. AP-1 takes centre stage in enhancer chromatin dynamics. Trends Cell Biol2018;28:509–11.29778529 10.1016/j.tcb.2018.04.009

[44] Heintzman ND , StuartRK, HonG, FuY, ChingCW, HawkinsRD, . Distinct and predictive chromatin signatures of transcriptional promoters and enhancers in the human genome. Nat Genet2007;39:311–8.17277777 10.1038/ng1966

[45] Calo E , WysockaJ. Modification of enhancer chromatin: what, how, and why?Mol Cell2013;49:825–37.23473601 10.1016/j.molcel.2013.01.038PMC3857148

# Supplementary material for: MUC1-C Dictates JUN and BAF-Mediated Chromatin Remodeling at Enhancer Signatures in Cancer Stem Cells
**Source:** Mol Cancer Res. 2022 Jan 12;20(4):556–67. doi: 10.1158/1541-7786.MCR-21-0672
**Supplement:** Supplementary Figure

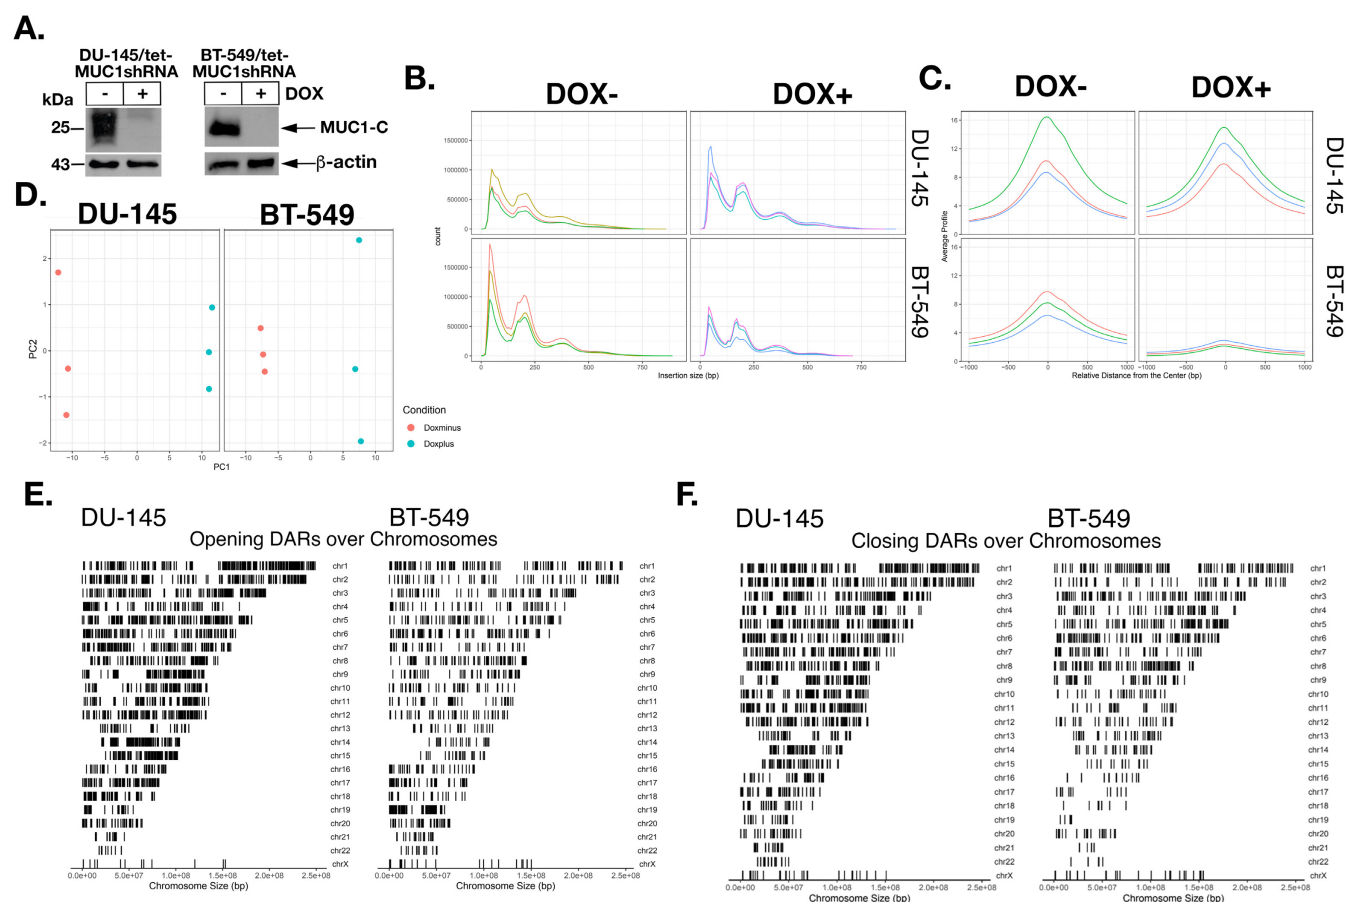

**Supplemental Figure S1. Analysis of ATAC-seq libraries. A.** DU-145/tet-MUC1shRNA (left) and BT-549/tet-MUC1shRNA (right) cells were treated with vehicle or DOX for 7 days. Lysates were immunoblotted with the indicated antibodies. **B.** Fragment size distribution of ATAC-seq libraries showing phasing of mono-, di- and tri-nucleosomal regions. **C.** Presentation of ATAC-seq read distributions as an average plot depicting signal enrichment at gene start sites. **D.** Principal Component Analysis (PCA) depicting data variability and clustering of samples by group. **E and F.** Chromosomal localization of opening (**E**) and closing (**F**) DARs in MUC1-C-silenced DU-145 (left) and BT-549 (right) cells.

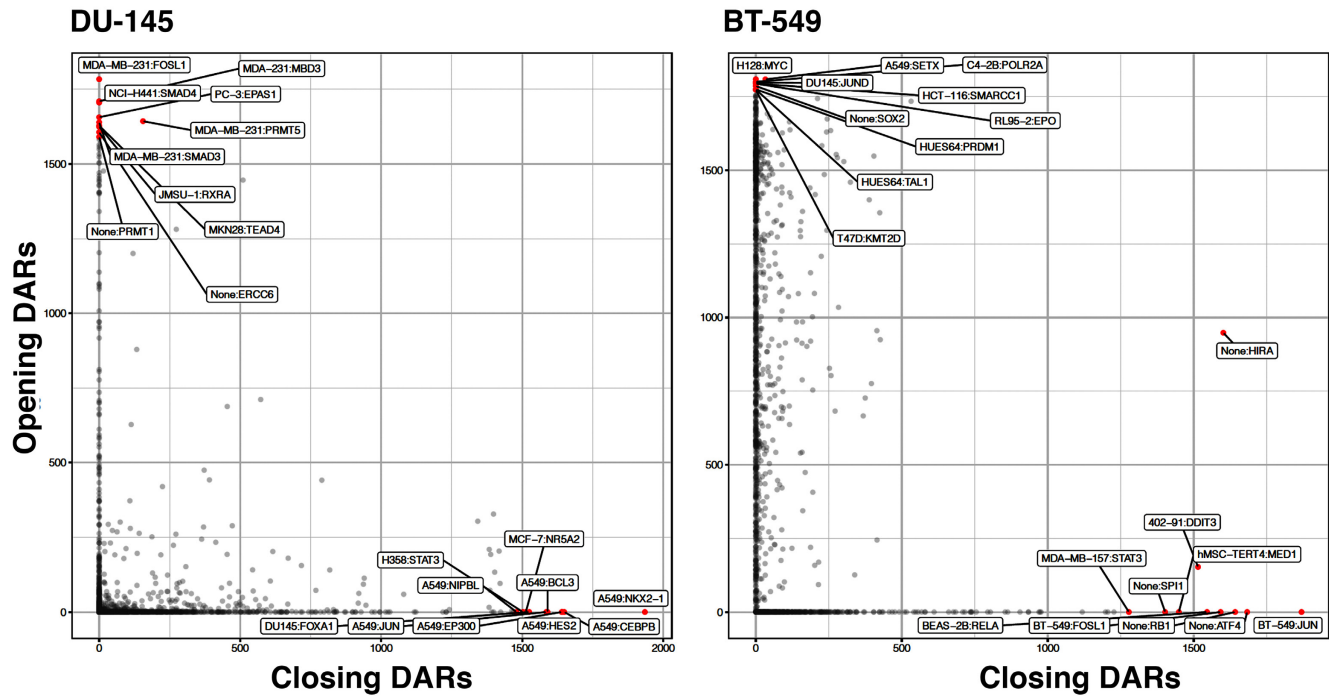

**Supplemental Figure S2. Cistromes in MUC1-C-induced DARS.** DARS from DU-145 (left) and BT-549 (right) were queried against all publicly available ChIP-seq datasets collected in the Cistrome DB. The x and y-axis show the giggle-scores measuring the significance of overlaps between either opening or closing DARS and the top 1000 peaks from each ChIP-seq dataset. The red dots highlight the top10 hits for either opening or closing DARS.

A.

### Opening DARs

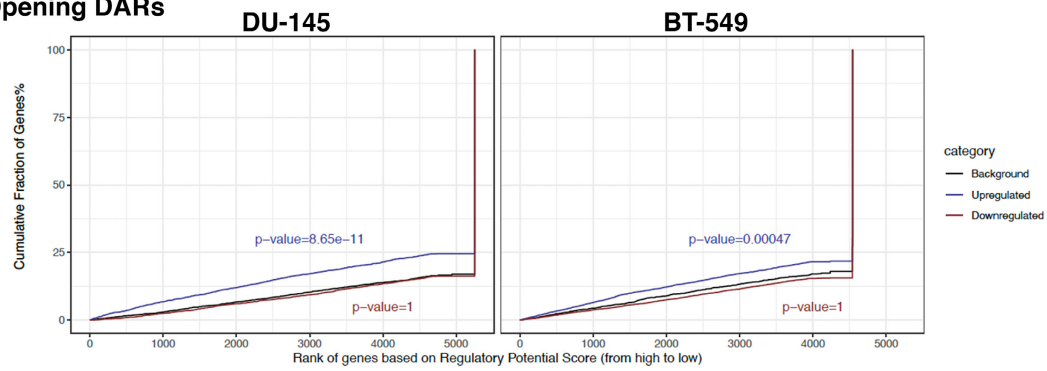

B.

### Opening DARs, Up-regulated DEGs

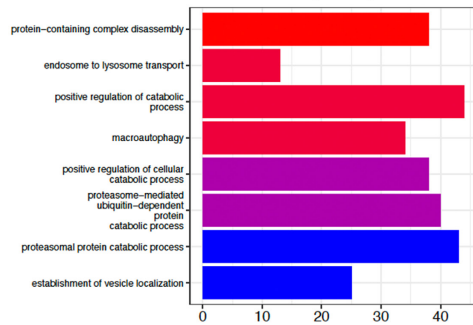

### Opening DARs, Up-regulated DEGs

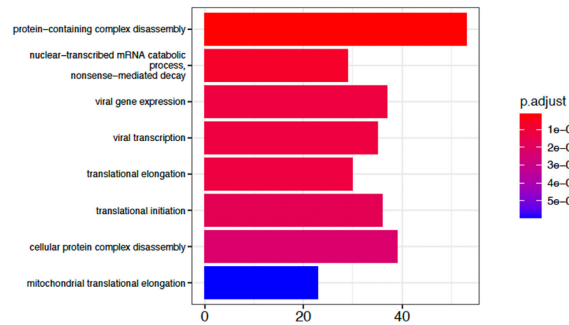

C.

### Closing DARs

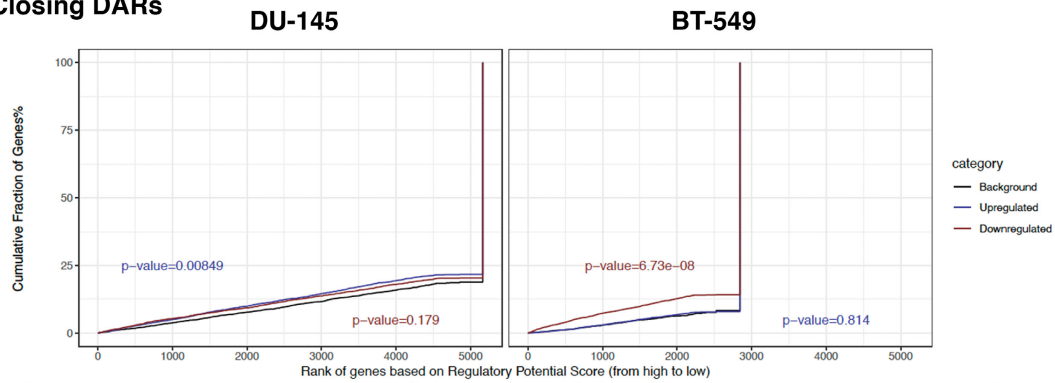

D.

### Closing DARs Up-regulated DEGs

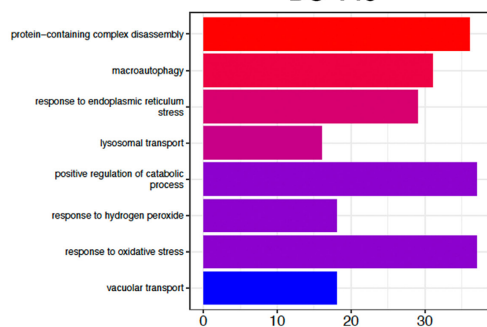

### Closing DARs Down-regulated DEGs

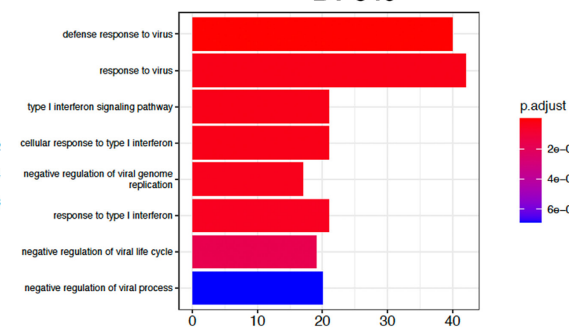

E.

| DU-145  |       |                | BT-549  |       |                |
|---------|-------|----------------|---------|-------|----------------|
|         | LZ-TF | T-test p-value |         | LZ-TF | T-test p-value |
| MC00456 | JUND  | 3.46e-05       | MC00456 | JUND  | 4.03e-08       |
| MC00321 | JUN   | 6.33e-04       | MC00321 | JUN   | 6.45e-07       |
| MC00371 | JUNB  | 1.50e-03       | MC00371 | JUNB  | 7.48e-08       |
| MS00336 | NFE2  | 1.41e-03       | MS00336 | NFE2  | 1.21e-04       |
| MC00351 | FOSL1 | 9.46e-04       | MC00351 | FOSL1 | 8.95e-07       |
| MC00330 | FOS   | 3.33e-03       | MC00330 | FOS   | 7.54e-07       |

**Supplemental Figure S3. Associations of DARs and corresponding DEGs with GO BIOLOGICAL PROCESSES.** **A.** Correlations of opening DARs with up- and down-regulated DEGs in DU-145 (left) and BT-549 (right) cells. **B.** Associations of opening DARs and upregulated DEGs with GO BIOLOGICAL PROCESSES in DU-145 (left) and BT-549 (right) cells. **C.** Correlations of closing DARs with up- and down-regulated DEGs in DU-145 (left) and BT-549 (right) cells. **D.** Associations of closing DARs and the indicated DEGs with GO BIOLOGICAL PROCESSES in DU-145 (left) and BT-549 (right) cells. **E.** Associations of DARs and DEGs with motifs recognized by the indicated AP-1 family members in DU-145 (left) and BT-549 (right) cells.

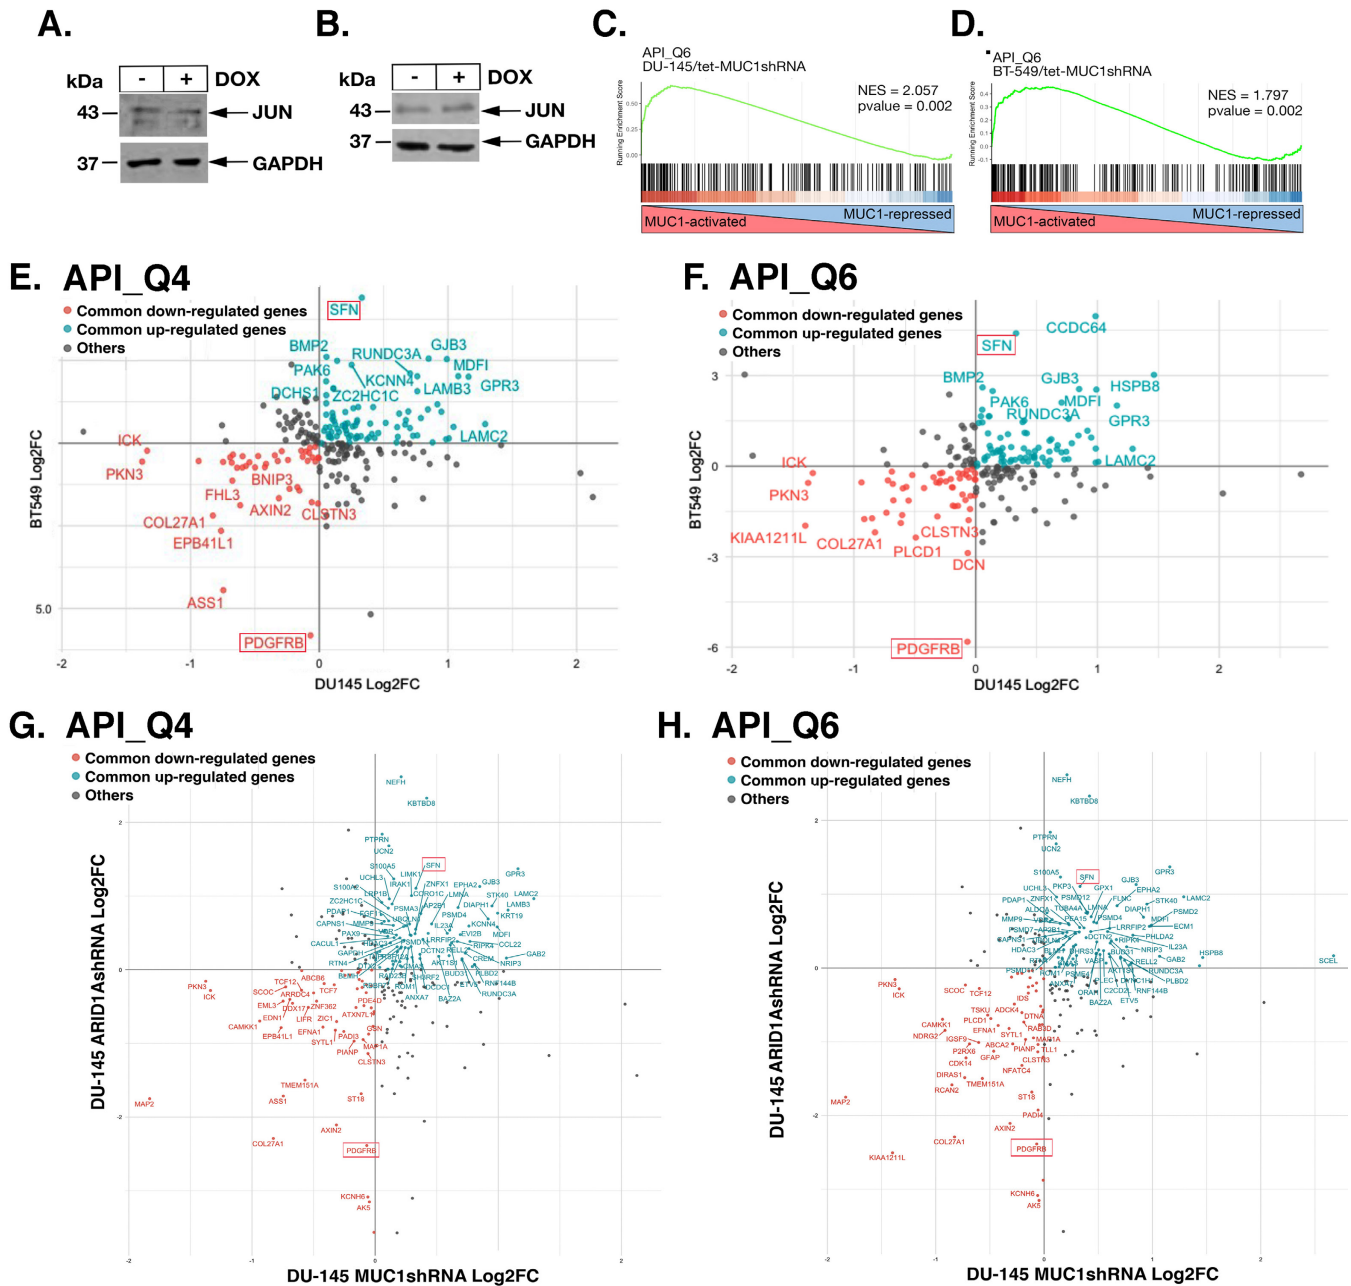

**Supplemental Figure S4. Associations of MUC1 and JUN/AP-1 gene signatures.** **A and B.** Lysates from DU-145/tet-MUC1shRNA cells (**A**) and BT-549/tet-MUC1shRNA (**B**) cells treated with vehicle or DOX for 7 days were immunoblotted with antibodies against the indicated proteins. **C and D.** RNA-seq was performed in triplicate on DU-145/tet-MUC1shRNA (**C**) and BT-549/tet-MUC1shRNA (**D**) cells treated with vehicle or DOX for 7 days. The datasets were analyzed with GSEA using the AP-1 Q6 gene signature. **E and F.** Overlap of down- and up-regulated genes in DU-145 and BT-549 cells with MUC1-C silencing obtained from GSEA of the AP-1 Q4 (**E**) and AP-1 Q6 (**F**) target gene signatures. **G and H.** Overlap of down- and up-regulated genes in DU-145 cells with MUC1-C and ARID1A silencing obtained from GSEA of the AP-1 Q4 (**G**) and AP-1 Q6 (**H**) target gene signatures.

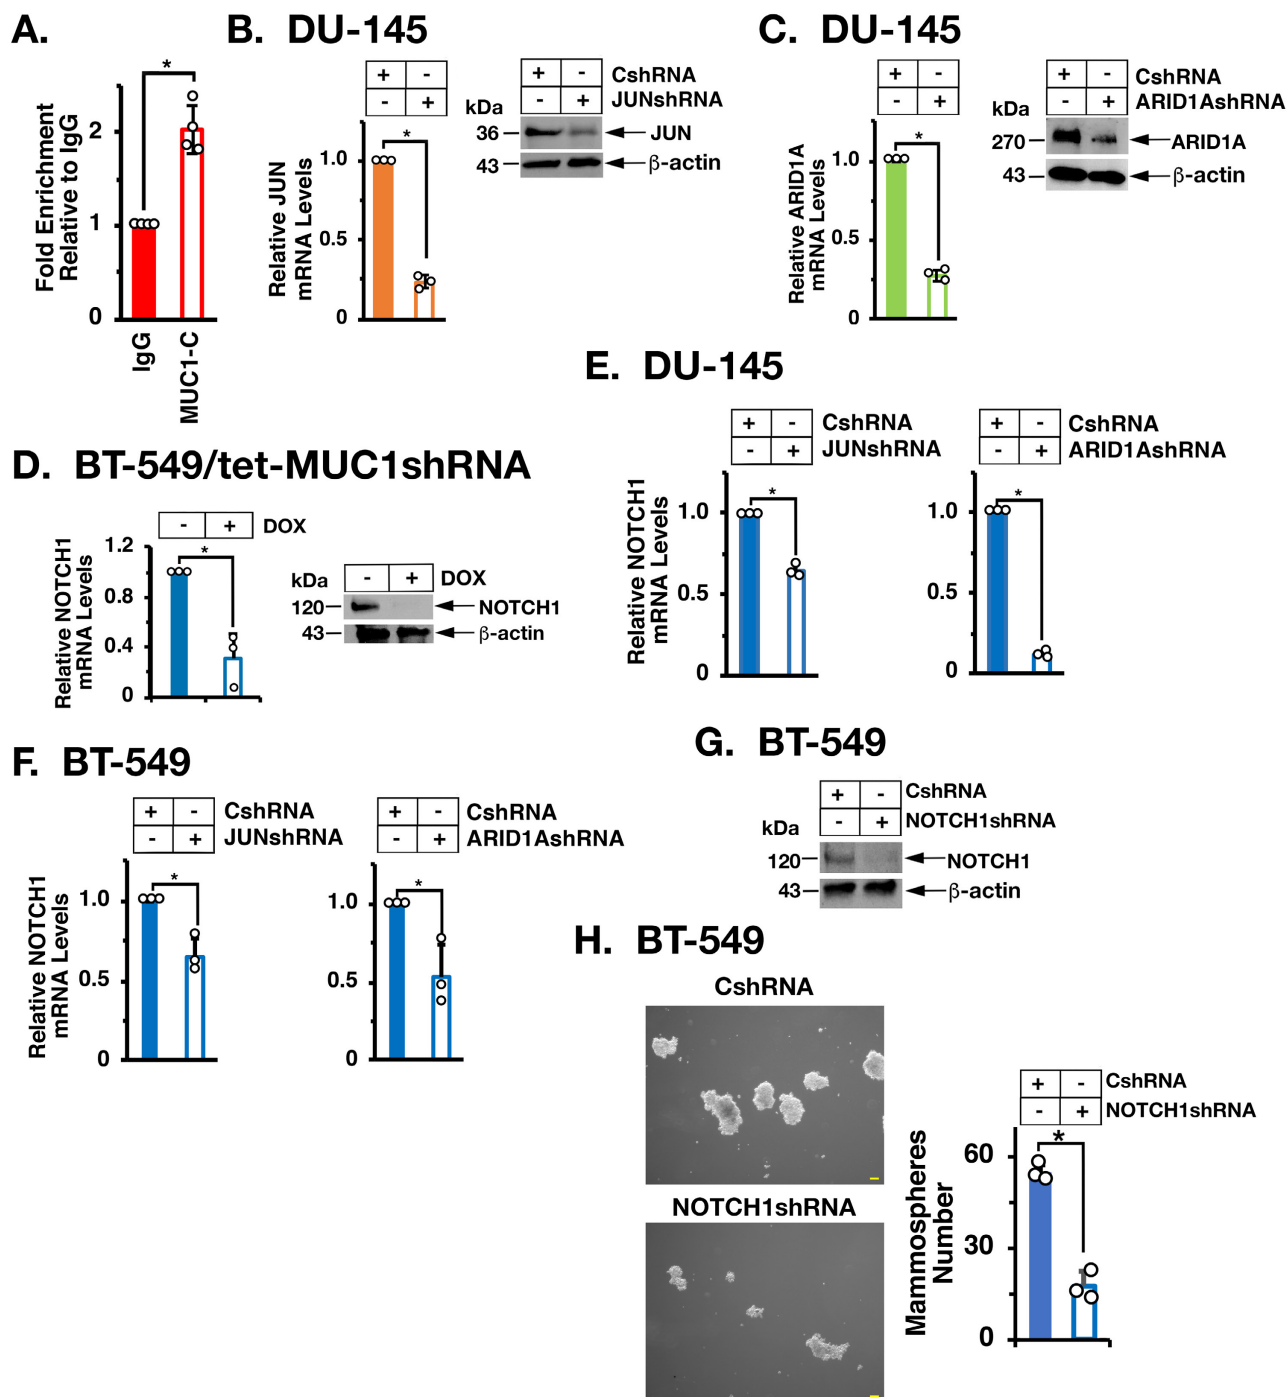

**Supplemental Figure S5. MUC1-C forms a complex with JUN and effects of silencing MUC1-C, JUN and ARID1A.** **A.** Soluble chromatin from DU-145 cells was precipitated with a control IgG or anti-JUN (ChIP) and then reprecipitated with a control IgG or anti-MUC1-C (Re-ChIP). The DNA samples were amplified by qPCR with primers for the *NOTCH1* PELS. The results (mean $\pm$ SD of 3 determinations) are expressed as fold enrichment relative to that obtained with the IgG control (assigned a value of 1). **B.** DU-145 cells expressing a CshRNA or JUNshRNA were analyzed for JUN mRNA levels by qRT-PCR (left). The results (mean $\pm$ SD of

3 determinations) are expressed as relative mRNA levels compared to that obtained for the CshRNA cells (assigned a value of 1). Lysates were immunoblotted with antibodies against the indicated proteins (right). **C.** DU-145 cells expressing a CshRNA or ARID1AshRNA were analyzed for ARID1A mRNA levels by qRT-PCR (left). The results (mean $\pm$ SD of 3 determinations) are expressed as relative mRNA levels compared to that obtained for the CshRNA cells (assigned a value of 1). Lysates were immunoblotted with antibodies against the indicated proteins (right). **D.** BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for NOTCH1 mRNA levels by qRT-PCR (left). The results (mean $\pm$ SD of 3 determinations) are expressed as relative mRNA levels compared to that obtained for control cells (assigned a value of 1). Lysates were immunoblotted with antibodies against the indicated proteins (right). **E.** DU-145/CshRNA, DU-145/JUNshRNA and DU-145/ARID1AshRNA cells were analyzed for NOTCH1 mRNA levels by qRT-PCR. **F.** BT-549/CshRNA, BT-549/JUNshRNA and BT-549/ARID1AshRNA cells were analyzed for NOTCH1 mRNA levels by qRT-PCR. The results (mean $\pm$ SD of 3 determinations) are expressed as relative mRNA levels compared to that obtained for CshRNA cells (assigned a value of 1). **G.** Lysates from BT-549/CshRNA and BT-549/NOTCH1shRNA cells were immunoblotted with antibodies against the indicated proteins. **H.** BT-549/CshRNA and BT-549/NOTCH1shRNA cells (5000/well) were assayed for tumorsphere formation at 10 days (left). Scale bar: 100  $\mu$ m. The results (mean $\pm$ SD of 3 biological replicates) are expressed as the number of mammospheres (right).

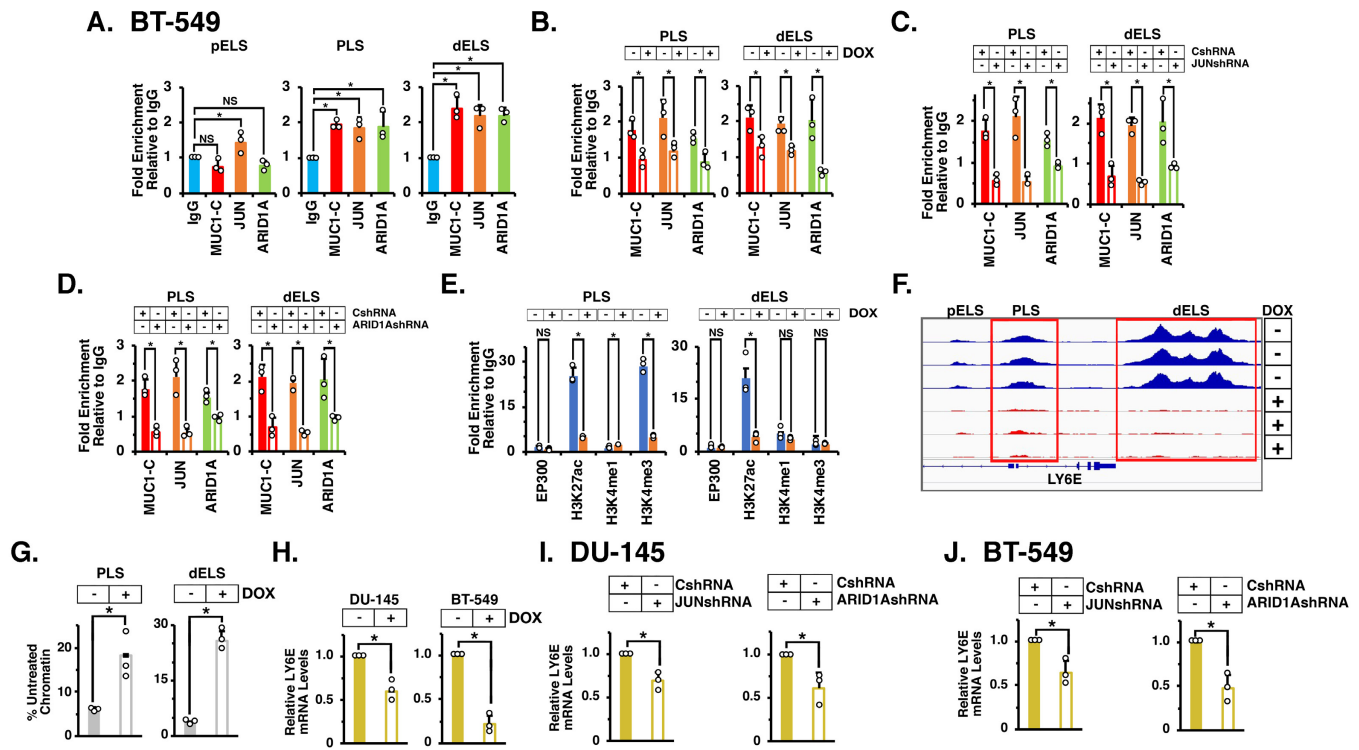

**Supplemental Figure S7. MUC1-C activates the *LY6E* pELS and dELS in BT-549 cells.** **A.** Soluble chromatin from BT-549 cells was precipitated with a control IgG, anti-MUC1-C, anti-JUN and anti-ARID1A. The DNA samples were amplified by qPCR with primers for the *LY6E* pELS (left), PLS (middle) and dELS (right). **B.** Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX was precipitated with a control IgG, anti-MUC1-C, anti-JUN and anti-ARID1A. **C.** Soluble chromatin from BT-549/CshRNA and BT-549/JUNshRNA cells was precipitated with a control IgG, anti-MUC1-C, anti-JUN and anti-ARID1A. **D.** Soluble chromatin from BT-549/CshRNA and BT-549/ARID1AshRNA cells was precipitated with a control IgG, anti-MUC1-C, anti-JUN and anti-ARID1A. **E.** Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX was precipitated with a control IgG, anti-EP300, anti-H3K27ac, anti-H3K4me1 and anti-H3K4me3. The DNA samples were amplified by qPCR with primers for the *LY6E* PLS (left) and dELS (right). The results (mean $\pm$ SD of 3 determinations) are expressed as fold enrichment relative to that obtained with the IgG control (assigned a value of 1). **F and G.** BT-549/tet-MUC1shRNA cells were treated with vehicle or DOX for 7 days. Genome browser snapshots of ATAC-seq data from the *LY6E* pELS, PLS and dELS (**F**). Chromatin from the PLS and dELS was analyzed for accessibility by nuclease digestion (**G**). The results (mean $\pm$ SD of 3 determinations) are expressed as % untreated chromatin. **H.** DU-145/tet-MUC1shRNA (left) and BT-549/tet-MUC1shRNA (right) cells treated with vehicle or DOX for 7 days were analyzed for *LY6E* mRNA levels by qRT-PCR. **I.** DU-145/CshRNA, DU-145/JUNshRNA and DU-145/ARID1AshRNA cells were analyzed for *LY6E* mRNA levels by qRT-PCR. **J.** BT-549/CshRNA, BT-549/JUNshRNA and BT-549/ARID1AshRNA cells were analyzed for *LY6E* mRNA levels by qRT-PCR. The results (mean $\pm$ SD of 3 determinations) are expressed as relative

mRNA levels compared to that obtained for CshRNA cells (assigned a value of 1).

**Table S1. Primers used for qRT-PCR.**

|               |     |                                      |
|---------------|-----|--------------------------------------|
| <b>NOTCH1</b> | FWD | GGGCTAACAAAGATATGCAG                 |
|               | REV | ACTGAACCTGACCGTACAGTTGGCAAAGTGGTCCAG |
| <b>JUN</b>    | FWD | CCAAAGGATAGTGCGATGTTT                |
|               | REV | CTGTCCCTCTCCACTGCAAC                 |
| <b>GAPDH</b>  | FWD | CCATGGAGAAGGCTGGGG                   |
|               | REV | CAAAGTTGTCATGGATGACC                 |
| <b>EGR1</b>   | FWD | CTTCAACCCTCAGGCGGACA                 |
|               | REV | GGAAAAGCGGCCAGTATAGGT                |
| <b>ARID1A</b> | FWD | ACCTCTATCGCCTCTATGTGTCTGT            |
|               | REV | CTGGCAGCACTGCTTGATGT                 |
| <b>LY6E</b>   | FWD | CTCCAGGCAGGACGGCCATC                 |
|               | REV | CGAGATTCCCAATGCCGGCACT               |

**Table S2. Primers used for direct chromatin accessibility assays.**

|                    |     |                         |
|--------------------|-----|-------------------------|
| <b>NOTCH1 pELS</b> | FWD | CCTGGGACTACTTCTCGTTTG   |
|                    | REV | GCAAATTTTCAGTCGCCAGTTG  |
| <b>EGR1 pELS</b>   | FWD | ATTCAGAGCTAGAGCAGGAGGAG |
|                    | REV | GGTGGCGAGGGAGAACGATT    |
|                    | REV | CAAAGTATGACCCTCCCATCTC  |
| <b>LY6E pELS</b>   | FWD | ATGTGTTTCCCTGAGTTCCC    |
|                    | REV | ACCCTCTTTCCCAGCAATAC    |
| <b>LY6E PLS</b>    | FWD | GGAAGCAGGGACAAGATGAC    |
|                    | REV | ACGTGTTTGGGTGTGAGC      |
| <b>LY6E dELS</b>   | FWD | CTTCATGGTCTTGGGTATGGG   |
|                    | REV | AACAATCCGGGTTTCCTCATC   |

**Table S3. Primers used for ChIP-qPCR.**

|                    |     |                          |
|--------------------|-----|--------------------------|
| <b>NOTCH1 pELS</b> | FWD | CCTGGGACTACTTCTCGTTTG    |
|                    | REV | GCAAATTTTCAGTCGCCAGTTG   |
| <b>pGAPDH</b>      | FWD | TACTAGCGGTTTTACGGGCG     |
|                    | REV | TCGAACAGGAGGAGCAGAGAGCGA |
| <b>EGR1 pELS</b>   | FWD | ATTCAGAGCTAGAGCAGGAGGAG  |
|                    | REV | GGTGGCGAGGGAGAACGATT     |
|                    | REV | CAAAGTATGACCCTCCCATCTC   |
| <b>LY6E pELS</b>   | FWD | ATGTGTTTCCCTGAGTTCCC     |
|                    | REV | ACCCTCTTTCCCAGCAATAC     |
| <b>LY6E PLS</b>    | FWD | GGAAGCAGGGACAAGATGAC     |
|                    | REV | ACGTGTTTGGGTGTGAGC       |
| <b>LY6E dELS</b>   | FWD | CTTCATGGTCTTGGGTATGGG    |
|                    | REV | AACAATCCGGGTTCCTCATC     |

How the deposited data were processed for this re-analysis (not part of the article)

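Accessibility was measured by ATAC-seq in DU-145 and BT-549 cells with an inducible MUC1 short hairpin RNA, treated with vehicle (0.1% DMSO) or DOX for 7 days, with 3 replicates per condition and 12 libraries of 50000 cells each. The samples were assigned to conditions from the labels and the paper, which call the same cells untreated and vehicle-treated, respectively. RNA-seq, ChIP and nuclease data, the public cCRE, GO and Cistrome resources and cells with a control hairpin were not analysed here.

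The authors aligned the fragments to GRCh38 with bwa-mem, removed duplicates with Picard and called accessible regions in each replicate with MACS2 at a q-value of 0.05 in paired-end mode. They merged the regions, kept those detected in at least 3 replicates and divided them into bins of 100 bp. The deposited bin values are estimated counts, namely the mean number of fragments over the bases of each bin, taken by the authors with bigWigAverageOverBed and not normalized for depth. In the peak list of each library, the authors give a fold enrichment over the local background and the -log10 of the p-value and of the q-value for each peak, as MACS2 writes them. The peak lists were made per replicate and not pooled.

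The design written before the data were examined assumed whole counts. The bin values are not whole, and they were therefore rounded to whole numbers before any count test. Each line was tested with edgeR's quasi-likelihood test (edgeR 4.0.16, robust dispersion estimates, R 4.3.3) with TMM factors and Benjamini-Hochberg adjustment, on the bins with a total of at least 10 over the 6 libraries. A bin was a DAR at a fold change of at least 2 and an adjusted p under 1e-05 in DU-145 or 0.01 in BT-549, the cutoffs of the paper's methods. At single sites, an adjusted p of 0.05 over all bins of the line was the limit. The standard error of a log2 fold change was its size divided by the square root of the quasi-likelihood F value. Normalized coverage is the bin value divided by the effective library size and multiplied by the mean effective library size of the line. Single sites were also compared by exact two-sided permutation tests, in which 3 libraries against 3 cannot give a p below 0.1.

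The summed coverage of the libraries sets the precision. It covers accessible bins only and is not the number of fragments sequenced. The bin values of a library summed to a median of 13868501 in DU-145 vehicle, 21094631 in DU-145 DOX, 11675868 in BT-549 vehicle and 2580687 in BT-549 DOX cells. Between 8.84% and 16.9% of the bins had a value under 1 in the BT-549 DOX libraries, against at most 0.117% in the BT-549 vehicle libraries. No pair of replicates held the same value in more than 1.65% of bins, and each library was counted as its own replicate. The effect of MUC1 silencing and that of DOX itself share 1 contrast in these libraries.

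The annotation was GENCODE v44 on GRCh38, with the promoter within 3 kb of a TSS and the downstream class within 300 bp of a transcript end. The AP-1 sequence TGASTCA was searched on both strands in each bin extended by 50 bp on both sides, and odds ratios were tested with Fisher's exact test. Common DARs were compared with 10000 draws. The elements drawn in Figs. 5A, 6A and 7A were matched to the genome by sequence within 20000 bp of the TSS of their gene, and each site was read from the bin at the center of the element or from the nearest bin within 500 bp. The 4 gene lists, type I IFN (46 genes), Hippo (35 genes), TGFβ (40 genes) and cell polarity (42 genes), were written from general knowledge and are not GO terms. They were compared with 10000 random lists of protein-coding genes matched in 20 strata of the number of tested bins within 100 kb, over 16 combinations. The difference in the DOX effect between the lines was tested as the interaction of cell line and DOX over 31061 accessible regions that overlap between the tables, over all 12 libraries, with TMM factors of that joint fit, so that its differences need not equal those of the fold changes per line.

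The genes and regions named were chosen by a rule set before the data were examined. They were NOTCH1, EGR1, LY6E, MUC1, JUN and ARID1A, up to 5 genes per list and DAR set of the paper by smallest adjusted p, and in each line the 3 opening and 3 closing accessible regions with the largest change of their highest bin. Those regions had at least 3 DARs, a mean coverage of at least 20 in that bin and no overlap between vehicle and DOX libraries. Regions are named after the gene with the nearest TSS. The base sequences of the elements and 1 gene of the type I IFN list are not reported here.

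The alternatives were DESeq2 1.42.0, RLE factors, library totals, loess offsets (3 iterations of fast cyclic loess on log2 of the count plus 0.5), no filter, filterByExpr, limma-trend (limma 3.58.1) on log2 of the CPM plus 1, other cutoffs, accessible regions in place of bins, the replicate number as a block and leaving out each library in turn. Removing the trend of coverage with GC content from each library, truncating the values in place of rounding for DESeq2 and reading the bin of the qPCR amplicon were added after the data were seen. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0.

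The fits were tested on simulated data, with 200 of 50000 bins per line changed 4-fold at a dispersion of 0.01. The test recovered 50.5% of the changed bins in DU-145 and 49.5% in BT-549, and 88 of 94 and 53 of 56 of those with a mean of at least 20. Calls on unchanged bins numbered 0 in DU-145 and 1 in BT-549. DESeq2 recovered 35% and 37.5%. For the interaction, 134 of 200 changed regions among 31061 were recovered, with 8 calls on unchanged regions.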

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

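Chosen only after their results were seen were the tests of loess offsets at the EGR1, JUN, ARID1A and LY6E sites, the tests of both trends at the regions with the largest changes and the test of the GC trend at the ARID1A promoter alone. The setting that removes the GC trend was itself chosen after the data were seen, and its other tests here were fixed after the trend had been seen in each line but before these results.

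The effect of DOX differed between DU-145 and BT-549 cells in 9600 of 31061 shared accessible regions by edgeR's quasi-likelihood test of the interaction. It was flagged because the test of the difference itself passed. The paper compares the lines by their common DARs. Of 30 splits of the libraries within the lines, the real one included, only 1 gave as many regions, the real one, and the largest other number was 3219. The other splits mixed vehicle and DOX libraries within groups in at least 1 line, so that the DOX effect itself added to the spread. Only 4 of them gave any region, and they cannot tell how many regions would differ by chance. Part of the regions no longer differed when trends across bins were removed, and whether such trends come from the libraries or from accessibility itself was not tested. With loess offsets, which remove a trend of the fold change with coverage, 5286 of the 9600 regions (55.1%) still differed in the same direction. With the GC trend removed, 52.3% did, so that this trend alone is not the whole cause, although the share is barely above the limit of 50%. The trends ran in opposite directions in the lines. In DU-145, the median log2 fold change went from 0.54 in the tenth of bins with the lowest GC content to -0.28 in that with the highest, and in BT-549 from -0.48 to 0.16. The low summed coverage of the BT-549 DOX libraries coincides with 1 of the 4 groups and was not separated from it. A different response of the lines to MUC1-C silencing stays open and was not tested otherwise.

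At the EGR1, JUN and ARID1A promoters, the DOX effect was higher in BT-549 than in DU-145 by 0.66 (SE 0.14, edgeR adjusted p = 0.000124), 0.90 (SE 0.15, edgeR adjusted p = 1.5e-06) and 0.75 (SE 0.23, edgeR adjusted p = 0.0072) on the log2 scale. With loess offsets, 0 of these 3 differences passed an adjusted p of 0.05 by edgeR (values of -0.090, 0.23 and 0.41, with adjusted p of 0.703, 0.269 and 0.215, in each case the highest of the settings with all libraries). A trend of the fold change with coverage is therefore a candidate explanation for them, since all 3 bins are highly covered and such bins fell in DU-145. With the GC trend removed, 2 of the 3 still passed, EGR1 and JUN, while ARID1A had an edgeR adjusted p of 0.0876, so that GC content stays a candidate explanation at ARID1A. The difference at ARID1A was also the least stable, with 0.57 (edgeR adjusted p = 0.0521) under library totals and 0.45 (edgeR adjusted p = 0.25) without BT-549 DOX replicate 3. A biological difference between the lines at these promoters was not tested apart from the trends.

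At LY6E, the DOX effect was higher in BT-549 by 1.52 in the region of the pELS and lower by -1.66 in that of the dELS. Neither trend accounts for this pair of differences. With loess offsets, 2 of the 2 differences still passed an adjusted p of 0.05 by edgeR, and with the GC trend removed 2 of 2 did as well. Over the settings with all libraries, the edgeR adjusted p ranged from 0.0062 to 0.0264 for the pELS and from 0.000648 to 0.00881 for the dELS. Each rests partly on single libraries. Without BT-549 DOX replicate 2, the pELS difference was 1.42 (edgeR adjusted p = 0.0621), and without DU-145 DOX replicate 2, the dELS difference was -1.22 (edgeR adjusted p = 0.0731). A biological cause of this pair of differences remains a hypothesis in these libraries, on which it was both found and tested. The paper reports a use of the LY6E elements that depends on the line. It draws on browser views of these ATAC-seq data and on ChIP and nuclease assays. The ChIP and nuclease assays were not analysed here.

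The accessible regions with the largest changes lie near genes that the paper does not discuss. In DU-145, they were opening regions near LINC01950 (log2 fold change 6.40), SLC35F4 (6.35) and ENSG00000234692 (6.05) and closing regions near ENSG00000234810 (-7.79), ENSG00000232411 (-6.92) and ENSG00000289526 (-6.09). In BT-549, they were opening regions near MIR4708 (3.6), RNA5-8SN2 (3.06) and RNU6ATAC19P (3.04) and closing regions near AOAH (-7.84), TDO2 (-5.50) and OR6J1 (-5.35). In each, no vehicle library overlapped a DOX library, which is part of the rule that chose them, and by chance 10% of bins show no overlap of 3 against 3. With the GC trend removed, 12 of the 12 regions had the same direction and a fold of at least 2, and with loess offsets 12 of 12 did. Since the regions were chosen for their fold, these counts alone decide nothing about either trend. With the GC trend removed, the log2 fold changes were 5.8 to 6.0 (opening) and -8.2 to -6.5 (closing) in DU-145. In BT-549, they were 3.7 to 3.9 and -7.7 to -5.0. With loess offsets, they were 5.7 to 6.2 and -8.0 to -6.4 in DU-145, and 3.0 to 3.6 and -7.9 to -5.5 in BT-549. These sizes argue against either trend as the whole cause of the changes in these 12 regions. Fragments from other copies of the ribosomal RNA genes stay a possible explanation at RNA5-8SN2, for which the mapping was not tested. An effect of DOX other than MUC1 silencing was not tested in these libraries.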

How the results depend on the processing

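The settings named here were set before the data were examined, except the removal of the GC trend, DESeq2 on truncated values, the bin of the qPCR amplicon and leaving out single libraries for results other than the DAR counts and the sites, which were chosen after the data were seen. Among results that answer a comparison, 404 values under an alternative stayed on their side of the threshold in the same direction, 47 moved, 15 reversed, 7 became stronger and 4 weaker. For single genes, lists and sites, 292 stayed, 23 reversed, 15 became weaker and 2 stronger. Where a result changed, the cause was not tested, apart from fewer libraries or fewer units counted.

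The numbers of DARs changed most. In DU-145 (29028 opening and 15119 closing), DESeq2 gave 6517 and 6430, DESeq2 on truncated values 6583 and 6175, limma-trend 8742 and 5119, accessible regions in place of bins 9213 and 3648, an adjusted p of 0.01 84980 and 31928 and removal of the GC trend 15019 and 27087. In BT-549 (9688 and 13557), the numbers were 4446 and 3223 with DESeq2, 4776 and 3501 with DESeq2 on truncated values, 1704 and 2645 with regions, 2328 and 2469 at an adjusted p of 1e-05 and 18283 and 5063 with the GC trend removed, and limma-trend gave 4160 opening DARs. Leaving out each of the 6 libraries in turn gave 13013 to 23261 opening DARs in DU-145, lowest without vehicle replicate 2, and 5272 to 8516 opening and 6606 to 12074 closing DARs in BT-549, both lowest without DOX replicate 3. RLE factors, no filter, filterByExpr and loess offsets stayed within 1.5 times. The low summed coverage of the BT-549 DOX libraries limits single bins in that line.

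The replicate numbers did not pair the samples. Deviations of same-numbered vehicle and DOX libraries from their group means correlated at 0.067, 0.085 and -0.053 in DU-145 and at -0.00059, 0.045 and 0.017 in BT-549, across bins. With the replicate block, DAR numbers were 27849 opening and 14621 closing in DU-145 and 8422 and 12451 in BT-549, and none of the 22 results so tested changed its direction or its side of the threshold.

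At the sites in DU-145, the EGR1 pELS had a log2 fold change of -0.81 with DESeq2 on rounded and on truncated values (adjusted p = 0.0988 and 0.110 by DESeq2) and no longer passed, with -1.19 to -0.48 across the fits that each left out one library. The LY6E PLS passed at the highest bin of its region (-0.58), as did the NOTCH1 pELS at the highest bin and at the bin of the amplicon, which are the same bin (-0.32). The NOTCH1 pELS reversed with library totals (0.043) and ranged from -0.40 to 0.66 with single libraries left out. The JUN promoter reversed with loess offsets (0.067). In BT-549, the EGR1 pELS reversed with the GC trend removed (0.097) and, like the EGR1 dELS, at the highest bin of the region they share (0.22). The LY6E pELS reversed with the GC trend removed (0.11). With single libraries left out, the EGR1 pELS ranged from -0.40 to 0.099, the LY6E pELS from -0.45 to 0.028 and the ARID1A promoter from -0.11 to 0.39.

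The number of regions whose DOX effect differs between the lines went from 9600 to 6100 with loess offsets. The difference reversed with loess offsets at the EGR1 region (-0.090) and the MUC1 promoter (-0.30). At the NOTCH1 region, it reversed with loess offsets (-0.11), library totals (-0.011) and the GC trend removed (-0.091) and ranged from -0.18 to 0.31 with single libraries left out.

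PC1 carried 69.9% of the variance in DU-145 and 46.9% in BT-549 over all tested bins, and 98.5% to 98.9% and 94.7% to 97.0% with single libraries left out. Common DARs numbered 283 opening and 98 closing with DESeq2, 298 and 101 with DESeq2 on truncated values and 344 and 203 after merging. They ranged from 624 to 919 and from 272 to 424 with single libraries left out. Overlap of peaks between replicates at 50% reciprocal overlap was 43.4% in BT-549 DOX, 52.1% in BT-549 vehicle and 73.7% in DU-145 DOX.

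For the AP-1 motif in DU-145 closing DARs (odds ratio 1.04), the odds ratio was 0.983 without the extension of the bin, 1.12 with DESeq2, 0.883 with loess offsets, 1.35 with the GC trend removed, 0.588 per accessible region and 0.475 with the matched background. It ranged from 0.993 to 1.10 with single libraries left out. In BT-549 closing DARs, it was 0.996 with the matched background.

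Some gene lists fell below their random lists. For closing DARs in BT-549, these were cell polarity at 10 kb (4.76%), Hippo with DESeq2 (2.86%) and with the GC trend removed (11.4%), and TGFβ at 10 kb (5.0%). In DU-145, they were TGFβ at 10 kb for closing DARs (10.0%) and with DESeq2 for opening DARs (20.0%), and type I IFN with DESeq2 for closing DARs (19.6%). Type I IFN for DU-145 opening DARs lay below its random lists in the main setting but above them with DESeq2 (26.1% against 19.6%). With single libraries left out, cell polarity ranged from 16.7% to 33.3% for closing and from 21.4% to 35.7% for opening DARs in BT-549. TGFβ ranged from 15.0% to 35.0% for BT-549 closing and from 32.5% to 40.0% for DU-145 closing DARs.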

Differences from the paper's values

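The tests of DESeq2 on truncated values, the removal of the GC trend and the bin of the amplicon were chosen after seeing the values, and the other settings were set before the data were examined.

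For DU-145, the paper reports 12752 DARs, against 44147 here. Among the settings set before the data were examined, DESeq2, the test of the paper's methods, gave 12947, within 1.5 times of the paper's number. Limma-trend (13861) and accessible regions in place of bins (12861) also fell in that range, but their nearness, here and below, does not explain the gap. Accessible regions are another unit than the paper's bins. Limma-trend used log2 of the CPM plus 1, where fold changes at the DU-145 sites were smaller (-0.94 against -1.84 by edgeR at the LY6E dELS). Its DU-145 numbers hardly changed with the BT-549 cutoff for the adjusted p (8755 opening and 5119 closing), so that the fold cutoff set them. For opening DARs, the paper's value is 6584 and that found here 29028, and the gap was closed by DESeq2 (6517), limma-trend (8742) and accessible regions (9213). For closing DARs, the paper gives 6168, against 15119 here, and DESeq2 (6430) and limma-trend (5119) closed the gap. DESeq2 on values truncated to whole numbers, chosen after seeing the values, gave 12758, 6583 and 6175. The other settings did not close these gaps.

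For BT-549, the paper reports 8223 DARs, against 23245 here. DESeq2 (7669) and leaving out DOX replicate 3 (11878) closed the gap. For opening DARs, the paper's value of 4730 compares with 9688 here, and DESeq2 (4446), limma-trend (4160) and leaving out DOX replicate 1 (6610), 2 (6532) or 3 (5272) closed the gap. For closing DARs, the paper's value of 3493 compares with 13557 here. DESeq2 (3223), accessible regions (2645) and an adjusted p of 1e-05 (2469) closed the gap. Limma-trend was near for opening but not for closing DARs (9711), and accessible regions for closing but not for opening DARs (1704). DESeq2 on truncated values, chosen after seeing the values, gave 8277 DARs, 4776 opening and 3501 closing, and the removal of the GC trend, also chosen after seeing the values, gave 5063 closing DARs. The paper has more opening than closing DARs in BT-549, the reverse of the order found here. DESeq2, DESeq2 on truncated values and the removal of the GC trend gave the paper's order.

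The paper reports 132 opening and 44 closing DARs common to both lines, against 997 and 451 here. None of the settings set before the data were examined closed these gaps, the nearest being DESeq2 with 283 and 98, and neither did DESeq2 on truncated values, chosen after seeing the values (298 and 101).

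The paper places the NOTCH1 element from -1590 bp of the TSS, the EGR1 pELS from -1985 bp and the LY6E pELS from -699 bp. By matching the sequences drawn in the figures to GRCh38, they start at -1379 bp of the nearest fitting TSS, that of NOTCH1-208, at -1702 bp and at -1709 bp. The offsets depend on the TSS, and for NOTCH1 and LY6E the TSS closest to the paper's offsets was used. From the TSS of NOTCH1-204, the NOTCH1 element starts at -1328 bp. The LY6E PLS and dELS start where the paper places them relative to LY6E-203. From the TSS of LY6E-201, the LY6E pELS, PLS and dELS start at -2256, -512 and 7684 bp. The EGR1 dELS was placed by the paper's position among 5 matches of its sequence, so that its start is no independent result.

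From the read density around gene starts, the paper places most peaks within 1 kb of a TSS. The share of peak summits within that distance, each counted once whatever its height, is another measure. The share was below 50% in 12 of 12 libraries, from 23.9% to 48.7%, and with a q under 0.01 it reached 50.4% in BT-549 DOX replicate 3.

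The paper describes decreased accessibility at the NOTCH1 element in both lines. For this and the sites below, it draws on nuclease assays as well as the ATAC-seq data, and the nuclease assays were not analysed here. In DU-145, the bin of the element had a log2 fold change of -0.09 (adjusted p = 0.914 by edgeR's quasi-likelihood test). In BT-549, no bin covered the element. The nearest bin, with its center 419 bp away, had 0.95 (adjusted p = 0.308 by the same test). In DU-145, the highest bin of the region, set before the data were examined and the same as that of the amplicon, chosen after seeing the values, gave the paper's direction and call with -0.32 (edgeR adjusted p = 0.0461). This bin is highly covered, and the tenth of DU-145 bins with the highest coverage had a median log2 fold change of -0.39. The trend with coverage therefore stays a candidate explanation for that call. In BT-549, no setting run gave a decrease with an adjusted p under 0.05. At the EGR1 pELS and dELS, the paper describes decreases in BT-549 too, where the log2 fold changes were -0.16 (adjusted p = 0.823) and -1.11 (adjusted p = 0.247) by edgeR, and no setting run gave a decrease past 0.05. At the LY6E PLS, the paper describes a decrease in BT-549, where the log2 fold change was -0.89 (edgeR adjusted p = 0.196). In that bin, the adjusted p was 0.1495 to 0.448 over the settings with all 6 libraries (edgeR, limma and DESeq2). The highest bin of the region had -0.60 (edgeR adjusted p = 0.0687).

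The paper associates closing DARs with cell polarity in DU-145 and opening DARs with the Hippo pathway in DU-145 and with TGFβ in BT-549. With the lists used here, which are not the paper's GO terms, 45.2% of genes against 38.1% in random lists, 60.0% against 54.3% and 37.5% against 30.0% were near such DARs, each with an adjusted p of 0.499 by permutation. With DESeq2, the Hippo list had an unadjusted one-sided permutation p of 0.0201 and an adjusted p of 0.136.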

Other observations

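Chosen only after their results were seen were the tests of the GC trend by direction and on promoters, of the unscaled coverage at the LY6E dELS and of chromosome Y. The removal of the GC trend was chosen after the data were seen, and the other tests of it here, like those of copy number, other splits and the remaining sites, were fixed before their results.

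No other split of the 6 libraries of a line gave as many DARs as vehicle against DOX. In both lines, 1 of the 10 splits did, the real one, a share that cannot go below 0.1 with 3 libraries against 3. The other 9 splits gave 0 DARs each, with 4397 to 11840 bins at an unadjusted p under 0.05 in DU-145 and 4605 to 12152 in BT-549. Each of them mixed vehicle and DOX libraries in both groups, so that the DOX effect added to the spread. They therefore cannot tell how many DARs would arise by chance. That copy number differs between DOX and vehicle cells is argued against by the chromosome arms, since 98.4% of the DARs in DU-145 and 95.1% in BT-549 had a fold of at least 2 after the median of their arm was subtracted. The medians of the 44 arms ranged from -0.23 to 0.20 in DU-145 and from -0.28 to 0.71 in BT-549.

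GC content is a candidate explanation for part of the DARs. With the GC trend of each library removed, 65.8% of the DARs in DU-145 and 60.0% in BT-549 were called in the same direction, which argues against the trend as the whole cause. By direction, 94.7% of the closing and 50.7% of the opening DARs in DU-145 were called again, the latter barely above the limit of 50%, which was set after the values had been seen. In BT-549, 93.6% of the opening but only 35.9% of the closing DARs were called again, so that most BT-549 closing DARs could follow from the GC trend. A change of accessibility that itself depends on GC content, as at promoters against distal elements, would give the same trend and stays open.

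In BT-549, opening DARs lay within 1 kb of a TSS more often than closing DARs, the reverse of DU-145. The odds ratio was 2.50 with loess offsets and 1.60 with the GC trend removed, in place of 3.09, and both stayed above 1. Neither the trend with coverage nor that with GC content therefore accounts for all of it, though the GC trend may account for much of it. The mean coverage of the bins ran with the fold change mainly in DU-145, where the median log2 fold change went from 0.42 in the tenth of bins with the lowest to -0.39 in that with the highest coverage, against -0.12 and 0.031 in BT-549.

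The share of type I IFN genes near BT-549 closing DARs was 71.7% with the GC trend removed, against 30.4% in matched random lists, which argues against GC content as the cause of this excess. An effect of MUC1-C silencing on accessibility near these genes remains a hypothesis here.

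Without scaling for depth, the BT-549 DOX libraries were lower than the vehicle libraries at all 6 sites of NOTCH1, EGR1 and LY6E. At 5 of the 6 sites, the log2 ratio lay inside the central 95% of bins with similar vehicle coverage, so that the loss of coverage over all bins could account for it. At the LY6E dELS, the log2 ratio of -5.95 lay below that range, and only 0.171% of similar bins were lower, so that the general loss of coverage does not account for it.

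On BT-549 chromosome Y, 135 of 227 bins were opening DARs. Coverage of repeats that does not fall with the rest of the library is a candidate explanation, since the unscaled coverage of these bins changed by -143 between vehicle and DOX cells, less than its SD of 334 in vehicle and 431 in DOX libraries, while that of all bins fell from 11470000 to 2783000. A segment of chromosome 1 that starts at 629001 and resembles mitochondrial DNA, chosen after the data were seen, showed the same, with 740 ± 121 in vehicle and 751 ± 120 in DOX libraries (SD, n = 3 each) and 29 of 39 bins as opening DARs. A loss of fragments from accessible chromatin in the BT-549 DOX libraries, in number or by depth of sequencing, was not told from an effect of the treatment.

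At the JUN promoter (chromosome 1, 58784101 to 58784200), normalized coverage in DU-145 went from 282 ± 35.2 to 208 ± 25.1 (SD, n = 3 each), a log2 fold change of -0.45 (SE 0.11, edgeR adjusted p = 0.000519), and 0.067 with loess offsets (edgeR adjusted p = 0.629, the highest of the settings tried). In BT-549, it rose from 121 ± 3.82 to 188 ± 36.8 (SD, n = 3 each), a log2 fold change of 0.63 (SE 0.12, edgeR adjusted p = 5.9e-05). At the ARID1A promoter (chromosome 1, 26695601 to 26695700), it went from 104 ± 7.32 to 59.1 ± 7.66 in DU-145 (log2 fold change -0.80, SE 0.14, edgeR adjusted p = 3.9e-06) and from 61.9 ± 7.35 to 68.2 ± 24.1 in BT-549 (0.14, SE 0.18, edgeR adjusted p = 0.701; SD, n = 3 each). Without DOX replicate 3, the latter was -0.11.

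The other combinations of gene list and DAR set gave 1 adjusted p under 0.05. TGFβ genes lay near DU-145 opening DARs in 75.0% of cases, against 55.0% in random lists (one-sided permutation p = 0.0058, adjusted p = 0.0464). That adjusted p was no longer under 0.05 in 5 of 6 fits without one library, with a window of 10 kb or with the GC trend removed (adjusted p = 0.909 and 0.173 in the latter settings, both by permutation). With DESeq2 calls, the excess was lost, with 20.0% against 22.5% in random lists (one-sided permutation p = 0.674, adjusted p = 0.953). In 3 combinations, the share was far below that of random lists. For type I IFN it was 21.7% against 47.8% with BT-549 opening DARs (one-sided permutation p for an excess = 1.0) and 34.8% against 52.2% with DU-145 opening DARs (0.994), and for Hippo it was 14.3% against 31.4% with BT-549 opening DARs (0.995). A test for a shortfall was not made, and with the GC trend removed the shares were 37.0% against 65.2%, 32.6% against 39.1% and 48.6% against 48.6%. Cell polarity had 47.6% against 52.4% for DU-145 opening DARs, 33.3% against 28.6% for BT-549 opening DARs and 35.7% against 31.0% for BT-549 closing DARs. For DU-145 closing DARs, the shares were 51.4% against 37.1% for Hippo, 42.5% against 40.0% for TGFβ and 43.5% against 37.0% for type I IFN, and for BT-549 closing DARs 48.6% against 34.3% for Hippo and 35.0% against 32.5% for TGFβ.

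Peaks of one replicate overlapped those of another in a median of 82.8% of cases in DU-145 vehicle (68.5% to 93.0%), 82.2% in DU-145 DOX (77.0% to 86.8%), 66.7% in BT-549 vehicle (54.5% to 79.5%) and 54.4% in BT-549 DOX cells (53.1% to 69.5%). Of the DARs called by DESeq2, 6517 of 6517 opening and 6309 of 6430 closing DARs in DU-145 and 4443 of 4446 and 3214 of 3223 in BT-549 were also DARs by edgeR. The sequences of the qPCR primers were placed on GRCh38. The forward primer for NOTCH1 lies 1088 bp from the element, and the reverse primer had 0 exact matches in the window, whereas the primers for the EGR1 pELS lie 68 and 197 bp and those for the LY6E elements at most 144 bp from theirs.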
